# Transcriptome and Metabolite Conjoint Analysis Reveals the Seed Dormancy Release Process in Callery Pear

**DOI:** 10.3390/ijms23042186

**Published:** 2022-02-16

**Authors:** Jing Zhang, Jia-Yi Qian, Yue-Hong Bian, Xiao Liu, Chun-Lei Wang

**Keywords:** transcriptome, cold stratification, hormone, carbohydrate metabolism, seed dormancy, dormancy release

## Abstract

Seed dormancy transition is a vital developmental process for seedling propagation and agricultural production. The process is precisely regulated by diverse endogenous genetic factors and environmental cues. Callery pear (*Pyrus calleryana* Decne) is an important rootstock species that requires cold stratification to break seed dormancy, but the mechanisms underlying pear seed dormancy release are not yet fully understood. Here, we analyzed the transcriptome profiles at three different stages of cold stratification in callery pear seeds using RNA sequencing combined with phytohormone and sugar content measurements. Significant alterations in hormone contents and carbohydrate metabolism were observed and reflected the dormancy status of the seeds. The expressions of genes related to plant hormone metabolism and signaling transduction, including indole-3-acetic acid (IAA) biosynthesis (*ASAs*, *TSA*, *NITs*, *YUC*, and *AAO*) genes as well as several abscisic acid (ABA) and gibberellic acid (GA) catabolism and signaling transduction genes (*CYP707A*s, *GA2ox*, and *DELLA*s), were consistent with endogenous hormone changes. We further found that several genes involved in cytokinin (CTK), ethylene (ETH), brassionolide (BR), and jasmonic acid (JA) metabolism and signaling transduction were differentially expressed and integrated in pear seed dormancy release. In accordance with changes in starch and soluble sugar contents, the genes associated with starch and sucrose metabolism were significantly up-regulated during seed dormancy release progression. Furthermore, the expression levels of genes involved in lipid metabolism pathways were also up-regulated. Finally, 447 transcription factor (TF) genes (including *ERF*, *bHLH*, *bZIP*, *NAC*, *WRKY*, and *MYB* genes) were observed to be differentially expressed during seed cold stratification and might relate to pear seed dormancy release. Our results suggest that the mechanism underlying pear seed dormancy release is a complex, transcriptionally regulated process involving hormones, sugars, lipids, and TFs.

## 1. Introduction

Pear (*Pyrus* spp.) is one of the most widely cultivated fruit crops owing to its strong adaptability. As perennial woody plants, pear species evolved dormancy (ability to time the germination) to avoid injury in unsuitable environments, and this trait occurs in both seeds and buds. Seed dormancy inhibits seeds from germinating at the wrong time or in the wrong space, whereas bud dormancy ensures that vegetative growth occurs only under optimal environmental conditions [1]. During the production of pear nursery stock, grafting is used to produce pear seedlings. Specifically, the seed of rootstock cultivars is planted first and then scion cultivars are grafted to the rootstock seedlings. Hence, high-quality rootstock seed with rapid and uniform germination is a prerequisite for pear stock production. However, the germination ability of rootstock seeds cannot be assessed for their dormancy property [2]. Pear seeds have characteristics of non-deep physiological and physical dormancy, i.e., combinatorial dormancy, with dormancy caused by both embryo physiology and water-impermeable seed coats [3,4]. Whether the dormancy of seeds has been released is a matter directly related to seedling establishment and affects the production of pear nursery stock. Therefore, elucidating the mechanism of pear seed dormancy release will be useful in the cultivation of pear seedlings.

Temperature is the main environmental cue that alters pear seed dormancy breaking [2,5]. Moist chilling (referred to as cold stratification) is broadly applied to break pear seed dormancy and promote the breeding cycle [6]. Meanwhile, some strategies, such as seed-coat removal and chemical treatment of seeds, have also been developed to shorten the dormancy release progression and improve the germination rate in pear seeds [5,7].

Induction, maintenance, and release of dormancy are consecutive processes in seed that are determined by many physiological processes, especially the regulation of phytohormones [8,9]. Abscisic acid (ABA) and gibberellic acid (GA) are the primary hormone mediators in regulating seed dormancy and germination, and they act in an antagonistic manner. ABA triggers the establishment of dormancy, whereas GA alleviates dormancy and promotes seed dormancy release and germination. [10,11]. Modulating the expression of a series of genes involved in ABA and GA biosynthesis, catabolism, and signal transduction results in altered seed dormancy and germination [11]. Meanwhile, the transcription factors (TFs) *ABA INSENSITIVE3* (ABI3), *ABI4*, and *ABI5* also play important roles in seed dormancy and germination regulation, primarily by targeting genes related to ABA and GA biosynthesis, catabolism, and signal transduction [12,13,14,15]. In pear seeds, both the seed coat and the embryo contain high concentrations of ABA during the induction of dormancy and the concentration of ABA is reported to decrease during cold stratification whereas that of GA3 is reported to increase, thereby initiating dormancy release [4,5]. The expression levels of the *ABI* genes are significantly differentially expressed in pear seeds with distinct dormancy stages, which might participate in dormancy regulation of pear seeds as well [4].

It has been reported that the seed reserve content is closely related to seed dormancy and the germination process [16,17]. Starch and soluble sugars (including sucrose, glucose, and fructose) are important carbohydrate reserves in plant seeds that not only provide essential energy sources but also act as a signal molecule in diverse physiological processes [18]. Sucrose may be converted to starch for longer-term storage during seed maturation, and the storage starch is remobilized to support seed dormancy release, germination, and subsequent seedling establishment [19]. Additionally, enzymes and corresponding genes associated with starch–sucrose conversion have been widely studied in many species [20,21]. Emerging findings also report that sucrose and starch are hydrolyzed into glucose by sucrose synthase (SUS/SS) and α-amylase (AMY) during pear seed dormancy release and the inhibition of *PcaSS8* blocks pear seeds from germinating [22].

Breaking of seed dormancy is controlled by various regulators with implications for physiological processes, including hormone levels, energy metabolism, mobilization of storage material, and environmental stimuli [23]. Despite the tremendous breakthrough in dormancy release regulatory networks in seeds of Arabidopsis and cereals, relatively few investigations have attempted to characterize the mechanism concerning the dormancy release of pear seeds. To explore the dormancy release mechanism of pear seeds, callery pear (*Pyrus calleryana* Decne) seeds were selected and treated with cold stratification. We further separated seed dormancy release progression into three stages according to the seed dormancy level. A global transcriptional analysis was conducted using RNA sequencing and helped identify numerous differentially expressed genes at three different dormant stages. Additionally, the hormone and sugar contents were measured using high-performance liquid chromatography. These results offer comprehensive expression profile data for in-depth characterization of crucial genes during dormancy release progression in pear seeds.

## 2. Results

### 2.1. Evaluation of the Seed Dormancy Status and Phytohormones in Pear Seed during Dormancy Release Progression

Quantification of the seed dormancy status is a prerequisite of dormancy studies. In this study, a germination experiment was performed to estimate the seed dormancy level. The germination percentages of seeds sampled at discrete periods of cold stratification and cultured at a constant temperature of 25 °C under 16 h daylight in the growth chamber for 10 days are shown in Figure 1A. The mature imbibed seeds (0 days of cold stratification) were kept in deep dormancy and severely inhibited from germinating. The germination rate was 20% after 20 days of cold stratification. After 40 days of cold stratification, the seed germination rate was rapidly increased and reached 85% after 50 days of cold stratification, indicating that the chilling requirement is satisfied and the seeds completely break dormancy (Figure 1A). As the seeds after 0, 20, and 50 days of cold stratification exhibited distinct germination rates, we further analyzed the phytohormone contents at the three dormant times (Figure 1B–E). The ABA content declined sharply from day 0 to day 20 (by 72.1%), but no significant change was observed from day 20 to day 50 (Figure 1B). The IAA content gradually increased during seed dormancy release progression, with 43.1% increment from day 0 to day 20 and 92.6% increment from day 20 to day 50 (Figure 1C); interestingly, a similar trend was also observed for the GA3 (an important active gibberellin) content. The GA3 content (11.8 ± 2.4 ng/g FW) was low on day 0 and then steady climbed from day 0 to day 50, reaching 21.4 ± 3.6 ng/g FW (Figure 1D). The ABA/GA3 ratio was observed with a significant decrease from day 0 to day 20 (by 80.8%) but with little change between day 0 and day 50 (Figure 1E).

### 2.2. Carbohydrate Contents in Seeds during Dormancy Release Progression

Carbohydrate metabolism provides energy and plays a vital role in dormancy release regulation, and it is widely reported that the stored starch converts into soluble sugars during seed cold stratification [24]. Thus, the contents of starch and soluble sugars were analyzed at the three dormant times (Figure 2). The starch content was high in imbibition seeds (day 0) and then decreased significantly (by 59.2%) from day 0 to day 50 (Figure 2A). The level of sucrose was relatively constant during stratification (Figure 2B). The contents of glucose and fructose underwent consistent changing trends, significantly increasing from day 20 to day 50 and reaching 2.32 and 7.39 mg/g FW, respectively (Figure 2C,D).

### 2.3. Transcriptome Analysis of Seeds during Dormancy Release Progression

To gain further insight into the transcriptome changes in the seed dormancy release progression of callery pear, seeds sampled at different dormant times (0, 20, and 50 days of cold stratification) were subjected to RNA sequencing analysis. 

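Read counts and FPKM of 59552 genes were taken from the authors' deposited table for 9 libraries, with 3 replicates (A, B and C) at each of 0, 20 and 50 d. Counts were scaled with TMM factors, genes with few counts were removed with edgeR's filterByExpr, and 28339 genes were tested with edgeR's quasi-likelihood test. P values were adjusted by the Benjamini-Hochberg method over all tested genes within each comparison. A DEG had an adjusted p of at most 0.01, a log2 fold change of at least 1 in either direction and a mean FPKM of at least 1 in at least 1 of the 2 stages compared. Fold changes are given as the later stage over the earlier one, so a positive log2 fold change is higher at the later stage. A gene was called where it met these limits, and each call was repeated with DESeq2, limma-trend, RLE factors, other filters and thresholds, and each library left out. Where a call that is named with its fold change was lost under one of these, the setting is given with it, except for fits with the replicate letter as a block. Gene names come from the Swissprot matches in the table, and families were taken as all genes whose match fits a family name. For transcription factors the Pfam match was searched as well. Family DEGs are those of any comparison. Where they are given as higher or lower at 50 d, this is the sign of the 0 d to 50 d change, whether or not it was called. Family numbers under an alternative count every gene of the family that the alternative called, also those that edgeR's filter left out. How reads that map to several genes were counted is not given in the sources used here, so near-identical copies can share reads. Where a stage has no counts for a gene, a lower limit of the fold change from a floor of 3 counts over its libraries is given, and where it has 1 to 3 counts a 95% counting interval, which cover counting error only.
The libraries were placed on an axis from the 0 d mean (position 0) to the 50 d mean (position 1), with each library left out of the mean it was compared with and of the choice of genes. The positions averaged 0.0376 ± 0.0372 at 0 d, 0.615 ± 0.0997 at 20 d and 0.953 ± 0.101 at 50 d (mean ± SD, n = 3). The libraries nearest to an earlier stage were 20 d replicate B at 0.50 and 50 d replicate C at 0.840. With all tested genes used for the axis, the 20 d mean moved to 0.630.

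**Figure D1:**
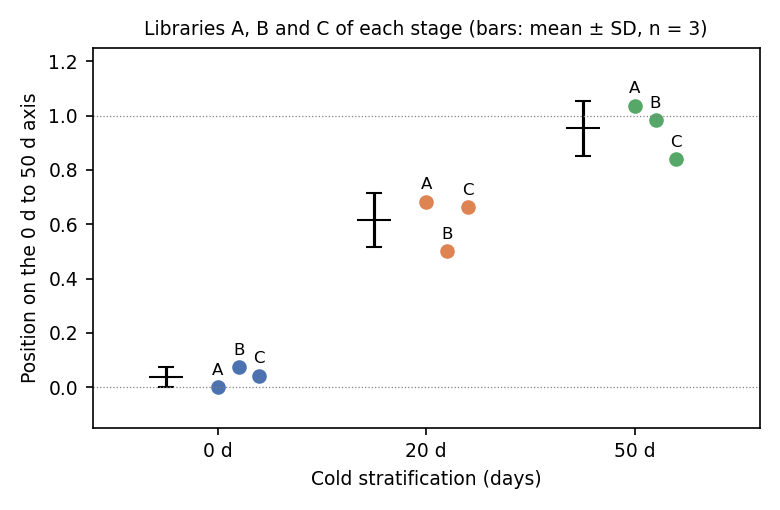
Position of each library on the axis from the 0 d mean to the 50 d mean.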

After stringent quality filtering and trimming, approximately 132,008,082; 131,375,566; and 123,484,610 clean reads with a Q30 percentage of 93% were identified from the three dormancy stages (Table S2). 

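The counts assigned to genes summed to between 13893019 and 16228340 per library. Their medians were 15111440 at 0 d, 14983041 at 20 d and 14899275 at 50 d. Between 33114 and 35663 genes had at least 1 count in a library. The 10 genes with the most counts took 3.21 to 5.11% of the counts of a library.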

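The authors' deposited table lists 59552 wild pear genes on 17 chromosomes and further contigs and scaffolds. Of these genes, 16928 had no count in any of the 9 libraries. A Swissprot match was given for 35429 genes. Hormone, starch and sucrose, and lipid families were taken from these matches alone, so the remaining genes were not assigned to one of them. For the transcription factor families, Pfam matches, given for 39028 genes, were searched too.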

The reads were then mapped to the reference genome sequence of wild pear *P. betuleafolia*. The aligned ratio of the reads ranged from 79.12 to 89.14% among the nine libraries, and 75.32–85.1% of the reads were uniquely mapped (Table S2).

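Relative to the uniquely mapped reads listed by the paper, divided by 2 for read pairs, the counts in genes amounted to 82.3% (0 d replicate A) to 89.9% (20 d replicate C). Between replicates of a stage, Pearson correlations of log2 CPM over all genes of the table, also those without counts, were 0.980 to 0.987 at 0 d. At 20 d they were 0.993 between replicates A and C, but 0.95 and 0.954 between replicate B and these libraries. At 50 d the correlations were 0.988 between A and B, 0.963 between A and C and 0.972 between B and C. Over the tested genes alone the 20 d values were lower. They were 0.975 between A and C, 0.883 between B and A and 0.892 between B and C.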

Based on the pairwise comparison of the absolute value of the log_2_ (fold change) with FPKM ≥1 and a correlated *p*-value ≤ 0.01 as the threshold, we ultimately identified 8048 DEGs during seed dormancy release (Table S3). Among these, 4077 (2035 up- and 2042 down-regulated), 842 (284 up- and 558 down-regulated), and 7141 (3898 up- and 3243 down-regulated) DEGs were significantly enriched in 0 days versus 20 days, in 20 days versus 50 days, and in 0 days versus 50 days, respectively (Figure 3A). 

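With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 7891 genes were DEGs in at least 1 of the 3 comparisons. Testing against a log2 fold change of 1 with glmTreat lowered this number to 3967, and an adjusted p threshold of 0.05 raised it to 12202. DESeq2 called 10894 genes, of which 7879 were also called by edgeR, and limma-trend on log2(FPKM + 1) called 8154. Requiring a mean FPKM of at least 1 in both stages compared gave 5405 DEGs, and using no FPKM filter gave 8207. Leaving out single libraries gave from 5000 DEGs without 0 d replicate C to 11386 without 20 d replicate B.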

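From 0 d to 20 d, 3515 genes were DEGs, 2233 higher and 1282 lower at 20 d (63.5% higher). The share of higher genes fell to 47.2% with limma-trend on log2(FPKM + 1) and to 52.1% with the gene-length trend removed against all libraries, an alternative chosen after seeing the data. It was 54.0% without 20 d replicate B and 81.4% without 20 d replicate A, the ends of its range with single libraries left out. From 20 d to 50 d, 470 genes were DEGs, 398 higher and 72 lower at 50 d. From 0 d to 50 d, 7536 genes were DEGs, 4422 higher and 3114 lower at 50 d (58.7% higher). This balance turned with a mean FPKM of at least 1 in both stages, to 2409 higher and 2587 lower (48.2% higher). The 3 replicates of the 2 stages did not overlap in 3512, 470 and 7532 of these DEGs. Among all tested genes this held for 42.1, 25.8 and 55.6%, where 10% is the share by chance. DESeq2 called 6171, 1620 and 9812 genes in the same order. The 20 d to 50 d number depended most on the method, with 0 DEGs when edgeR was fitted to these 2 stages alone, where 4891 genes had an unadjusted p below 0.05.
Single libraries changed these numbers. From 0 d to 20 d the fits gave 1311 without 0 d replicate A, 1419 without 0 d replicate B, 1236 without 0 d replicate C, 1325 without 20 d replicate A, 6984 without 20 d replicate B and 1348 without 20 d replicate C. From 20 d to 50 d they gave 260 without 0 d replicate A, 279 without 0 d replicate B, 296 without 0 d replicate C, 99 without 20 d replicate A, 75 without 20 d replicate C, 191 without 50 d replicate A and 134 without 50 d replicate B. From 0 d to 50 d they gave 4907 without 0 d replicate C, 4986 without 50 d replicate A and 4829 without 50 d replicate B.

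**Figure D2:**
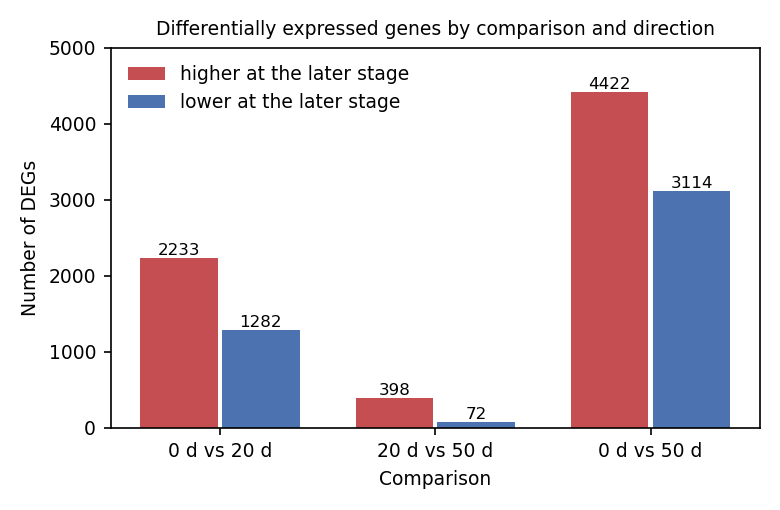
Number of genes called higher and lower at the later stage in each comparison.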

A Venn diagram analysis was also conducted to uncover the overlap between different comparison groups (Figure 3B). 

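Of the 7891 DEGs, 327 were called from 0 d to 20 d alone, 20 from 20 d to 50 d alone and 4032 from 0 d to 50 d alone. The comparisons of 0 d with 20 d and of 0 d with 50 d shared 3180 DEGs, and 3179 of them changed in the same direction. Both comparisons use the same 0 d libraries, which alone makes their fold changes correlate. In 20 simulations without any change between stages this correlation averaged 0.504 (0.491 to 0.516), against 0.850 in the data. No gene was called by edgeR in these simulations.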

A total of 4240 (52.7%) genes exhibited stage-specific expression patterns, but only a small fraction of transcripts (204, 2.5%) was found in all comparison groups. These common differentially expressed genes may play key roles in regulating the seed dormancy release.

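Genes called in exactly 1 comparison numbered 4379 (55.5%), and 118 genes (1.50%) were called in all 3. The number in all 3 rose to 472 with DESeq2 and fell to 50 with a mean FPKM of at least 1 required in both stages. Leaving out 1 library gave between 14 (without 20 d replicate C) and 167 (without 20 d replicate B).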

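Among the 118 genes called in all 3 comparisons, 85 were higher and 32 were lower at each later stage, and 1 changed direction. A pair of beta-glucosidase 12 genes on chromosome 11 had no counts at 0 d. Chr11.g10799 averaged 4.93 ± 2.54 FPKM at 20 d and 85.6 ± 21.9 at 50 d (mean ± SD, n = 3), at least 1974-fold above 0 d at 50 d. Chr11.g10793 averaged 69.9 ± 6.75 FPKM at 50 d, a rise of at least 1656-fold. Both are near-identical in annotation, so reads shared between them cannot be ruled out. Chr7.g32418, annotated as sedoheptulose-1,7-bisphosphatase, also had no counts at 0 d and rose at least 1261-fold to 52.3 ± 9.12 FPKM at 50 d. These 3 genes were the highest ranked by fitted rise from 0 d to 50 d among DEGs without overlap of the replicates. In fits without 1 of the 9 libraries, the calls of Chr11.g10799, Chr11.g10793 and Chr7.g32418 were kept. Chr11.g10799, Chr11.g10793 and Chr7.g32418 were also not called with a mean FPKM of at least 1 in both stages.
By fitted fall from 0 d to 50 d the highest ranked genes had no Swissprot match. Chr13.g23147 averaged 14.8 ± 4.99 FPKM at 0 d and had no counts at 50 d, a fall of at least 73.0-fold. Scaffold17.g58671 went from 3.54 ± 2.60 FPKM to no counts, at least 68.1-fold. Another of these genes (Chr9.g45924) averaged 128 ± 31.1 FPKM at 0 d, 6.43 ± 6.39 at 20 d and 0.344 ± 0.462 at 50 d (mean ± SD, n = 3). Chr9.g45924 changed by log2 -8.53 from 0 d to 50 d (standard error 0.98, adjusted p = 7.8e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. When single libraries were left out, the calls of Chr13.g23147 and Chr9.g45924 were kept. Scaffold17.g58671 lost the call without 0 d A (edgeR adjusted p up to 0.0113). Chr13.g23147, Scaffold17.g58671 and Chr9.g45924 were also not called with a mean FPKM of at least 1 in both stages.
From 0 d to 20 d, by fitted change, the highest ranked genes that rose were Chr15.g00288 (beta-xylosidase/alpha-L-arabinofuranosidase 2), at least 141-fold, Chr11.g10799, at least 113-fold, and Chr15.g00655 (aspartyl protease AED3), at least 106-fold. Scaffold1.g05186 fell by at least 15.5-fold and Chr3.g18474 (NADH dehydrogenase) fell 76.9-fold (95% counting interval 13.4 to 3077). Allene oxide cyclase (Chr9.g46652) averaged 17.1 ± 20.8 FPKM at 0 d, 0.189 ± 0.0956 at 20 d and 0.867 ± 0.981 at 50 d (mean ± SD, n = 3). Chr9.g46652 changed by log2 -6.38 from 0 d to 20 d (standard error 1.13, adjusted p = 0.00246, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. On leaving out each library in turn, the calls of Chr15.g00288, Chr11.g10799 and Chr15.g00655 were kept. Scaffold1.g05186 and Chr3.g18474 lost their calls without 0 d A, B or C or 20 d A or C (edgeR adjusted p up to 0.0294) and Chr9.g46652 lost the call without 20 d A or C (edgeR adjusted p up to 0.0133). Chr15.g00288, Chr11.g10799, Chr15.g00655 and Chr9.g46652 were also not called with a mean FPKM of at least 1 in both stages. Scaffold1.g05186 and Chr3.g18474 were also not called with a mean FPKM of at least 1 in both stages or glmTreat.
From 20 d to 50 d, Chr13.g24347, Chr13.g24346 and Chr7.g32992 (MYB4) rose from no counts by at least 273-, 179.7- and 163-fold. Chr12.g35218 (late embryogenesis abundant protein D-34) fell 41.2-fold (95% counting interval 11.0 to 346). Chr17.g26911 changed by log2 -4.62 from 20 d to 50 d (standard error 0.71, adjusted p = 0.00428, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Across the 9 fits that each omit a library, the calls of Chr13.g24347, Chr13.g24346 and Chr7.g32992 were kept. Chr12.g35218 lost the call without 20 d A, B or C or 50 d A, B or C (edgeR adjusted p up to 0.0195) and Chr17.g26911 lost the call without 0 d A, B or C, 20 d A or C or 50 d B (edgeR adjusted p up to 0.0246). Chr13.g24347, Chr13.g24346 and Chr7.g32992 were also not called with a mean FPKM of at least 1 in both stages or only the 2 stages compared in the fit. Chr12.g35218 was also not called with a mean FPKM of at least 1 in both stages, glmTreat, only the 2 stages compared in the fit or limma-trend on log2(FPKM + 1). Chr17.g26911 was also not called with glmTreat or only the 2 stages compared in the fit. The paper proposes that the genes shared by all 3 comparisons may have a regulatory role.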

To further characterize the expression profiles, the entire 8048 DEGs were hierarchical clustered into eight clusters with distinct expression patterns and each cluster was examined by KEGG pathway enrichment (Figure 3C). 

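Each DEG was assigned to the most similar of 8 model profiles, drawn from the mean patterns of the paper's clusters, by the Pearson correlation with its stage means of log2 CPM. The assigned genes numbered 1748, 1320, 561, 48, 123, 63, 1860 and 2168 for profiles 1 to 8. The rising profiles 3, 7 and 8 held 4589 DEGs together, which moved most, to 2610, when a mean FPKM of at least 1 was required in both stages. K-means clustering of the same stage means, standardized per gene, with k = 8 gave clusters of 185 to 1945 genes. None of its clusters was nearest to profile 4, 5 or 6. As both use the same stage means, the clustering is not an independent check of the profiles. Pathway enrichment of the clusters was not analysed here.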

The largest cluster, Cluster 1 (2095 DEGs), was predominantly expressed in imbibed mature seeds and highly associated with basal TFs. 

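The profile that falls at each stage held 1748 DEGs (22.2%) with edgeR. Its place in size among the profiles depended on the settings. With DESeq2 it held 2329 genes, and with single libraries left out between 1030 (without 50 d replicate B) and 2350 (without 20 d replicate B). Of the 266 DEGs in the ERF, bHLH, bZIP, NAC, WRKY and MYB families, 85 (32.0%) had this profile.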

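The profile that falls between 0 d and 20 d and then stays level held 1320 DEGs (16.7%), 2137 with DESeq2 and between 641 (without 50 d replicate B) and 2330 (without 20 d replicate B) with single libraries left out.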

Cluster 2, consisting of 1865 DEGs, was involved in SNARE interactions in vesicular transport, protein processing in endoplasmic reticulum, ubiquitin-mediated proteolysis, and autophagy (other eukaryotes). 

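The profile that is level until 20 d and rises between 20 d and 50 d held 561 DEGs (7.11%), 778 with DESeq2 and between 347 (without 0 d replicate C) and 721 (without 20 d replicate B) with single libraries left out. A mean FPKM of at least 1 in both stages lowered this number to 162.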

Cluster 3 (273 DEGs) was mainly enriched in genes encoding flavonoid biosynthesis, photosynthesis, and glutathione metabolism. DEGs of Cluster 4 were mainly enriched in ribosome. 

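A peak at 20 d was the most similar profile of 48 DEGs (0.608%), 131 with DESeq2 and between 6 (without 0 d replicate C) and 130 (without 20 d replicate B) with single libraries left out.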

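A level course until 20 d with a fall by 50 d was the profile of 123 DEGs (1.56%), 271 with DESeq2 and between 54 (without 50 d replicate B) and 228 (without 20 d replicate B) with single libraries left out. A low at 20 d was the profile of 63 DEGs (0.798%), 227 with DESeq2 and between 7 (without 20 d replicate A) and 202 (without 20 d replicate B) with single libraries left out.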

Clusters 5 and 6 displayed expression patterns opposite to those of Clusters 3 and 4, respectively, and were not significantly enriched in biological processes or pathways. In Cluster 7, 1340 DEGs displayed an increasing trend and were overrepresented in items such as carbon fixation in photosynthetic organisms, glycolysis/gluconeogenesis, and fructose and mannose metabolism. 

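A rise at each stage was the most similar profile of 1860 DEGs (23.6%). The group had 2177 genes with DESeq2 and 1027 with a mean FPKM of at least 1 in both stages. Single libraries left out gave between 1239 (without 0 d replicate C) and 2201 (without 20 d replicate B) genes. The division from the next profile depends on the 20 d libraries, since both end higher at 50 d than at 0 d.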

Cluster 8, with the second-largest number of DEGs, was significantly enriched in pathways such as pyruvate metabolism; alanine, aspartate, and glutamate metabolism; and fatty acid degradation. These results provide important cues for speculating on mechanisms involved in seed dormancy release regulation.

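A rise by 20 d that is then held was the profile of 2168 DEGs (27.5%). It had 2844 genes with DESeq2 and 1421 with a mean FPKM of at least 1 in both stages. With a library left out the number ran from 1196 (without 0 d replicate A) to 3224 (without 20 d replicate B).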

### 2.4. DEGs Involved in the Biosynthesis, Metabolism, and Signaling Transduction of Plant Hormones during Seed Dormancy Release Progression

A variety of plant hormones constitute a complex dormancy regulation network. 

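In the families of hormone synthesis, catabolism and signaling genes, 152 of 468 tested genes were DEGs by edgeR, 90 higher and 62 lower at 50 d than at 0 d. Adjusted over the list alone, 158 were called. The paper reports DEGs of most of these families from the same samples, so this number is not independent evidence. The number ran from 87 with glmTreat against a log2 fold change of 1 to 226 with an adjusted p below 0.05, and with a library left out from 101 (without 0 d replicate C) to 208 (without 20 d replicate B).
Whole families were also tested from 0 d to 50 d with fry, a rotation test that allows for correlated genes, over the hormone, starch and sucrose, lipid and transcription factor families together. At an adjusted p of at most 0.05, 48 of 76 families with at least 3 tested genes were called, 38 up and 10 down. Fry asks whether a family changed at all, and 14679 of 28339 tested genes had an unadjusted edgeR p below 0.05 in this comparison. The number of fry calls therefore does not single out these families. Camera asks whether a family changed more than the other genes, and with the correlation estimated from the data it called none. By camera, 5 families had an unadjusted p below 0.05 and the smallest adjusted p was 0.460. As the questions differ, this does not contradict the fry calls. In the called families KS and GPT the median and the mean log2 fold change differ in sign, -0.48 and 1.03 in KS and 0.02 and -0.37 in GPT.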

Genes involved in plant hormone synthesis, metabolism, and signaling, including those associated with ABA, GA, IAA, cytokinin (CTK), ethylene (ETH), brassionolide (BR), and jasmonic acid (JA), were significantly expressed during seed dormancy release progression (Table S4).

Nine-cis-epoxycarotenoid dioxygenase (NCED) and short-chain alcohol dehydrogenase (SDR) are two key enzymes regulating ABA synthesis. As shown in Figure 4, the expression levels of genes encoding SDR were down-regulated in the dormancy release stages and were consistent with the reduction in ABA contents whereas genes encoding NCED were not correlated with ABA concentrations. 

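Of 4 tested short-chain dehydrogenase genes, 3 were DEGs, all lower at 50 d than at 0 d (0 to 4 under the alternatives), with higher genes called too under an adjusted p below 0.05, and none was called with the gene-length trend removed against all libraries. Xanthoxin dehydrogenase (Chr7.g34634) averaged 7.71 ± 2.68 FPKM at 0 d, 2.06 ± 0.694 at 20 d and 1.90 ± 0.732 at 50 d (mean ± SD, n = 3). Chr7.g34634 changed by log2 -1.95 from 0 d to 50 d (standard error 0.48, adjusted p = 0.00709, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. For the SDR genes annotated as ATA1 the log2 fold changes from 0 d to 50 d were -2.49 for Chr16.g31374 and -3.25 for Chr13.g24467 (standard errors 0.61 to 0.85, adjusted p 0.00654 to 0.00903, same test), with the replicates of the 2 stages not overlapping. Chr7.g34634 lost the call without 0 d A, B or C, 20 d C or 50 d A, B or C (edgeR adjusted p up to 0.0335) and Chr16.g31374 lost the call without 0 d A, B or C, 20 d C or 50 d A or C (edgeR adjusted p up to 0.031). Chr13.g24467 lost the call without 0 d A, B or C, 20 d A or C or 50 d A, B or C (edgeR adjusted p up to 0.0414). Chr7.g34634 was also not called with glmTreat or the gene-length trend removed against all libraries. Chr16.g31374 and Chr13.g24467 were also not called with a mean FPKM of at least 1 in both stages, glmTreat or the gene-length trend removed against all libraries.
None of the 3 tested NCED genes was a DEG by edgeR, while 2 had an unadjusted p below 0.05 in some comparison, and DESeq2 called 0 and limma-trend 0. No NCED gene was called under any alternative either. Their median log2 fold change from 0 d to 50 d was -1.80.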

Correspondingly, three DEGs encoding ABA 8′-hydroxylase (*CYP707A*), which are involved in ABA catabolism, gradually increased during seed dormancy release and showed an opposite pattern to that of ABA contents (Figure 4A and Table S4). 

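Of 5 tested ABA 8'-hydroxylase genes, 2 were DEGs, 1 higher and 1 lower at 50 d than at 0 d (0 to 5 under the alternatives), with 3 higher and 1 lower under DESeq2 and 2 higher and 1 lower with the gene-length trend removed against all libraries. The 8'-hydroxylase 1 gene (Chr16.g28238) averaged 6.36 ± 1.38 FPKM at 0 d, 19.8 ± 7.52 at 20 d and 10.2 ± 1.19 at 50 d (mean ± SD, n = 3). Chr16.g28238 changed by log2 1.72 from 0 d to 20 d (standard error 0.35, adjusted p = 0.00451, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. The 8'-hydroxylase 4 gene (Chr15.g02290) averaged 82.0 ± 14.6 FPKM at 0 d, 45.8 ± 18.4 at 20 d and 30.2 ± 11.6 at 50 d (mean ± SD, n = 3). Chr15.g02290 changed by log2 -1.38 from 0 d to 50 d (standard error 0.37, adjusted p = 0.00982, same test) without overlap of the replicates. CYP707A2 (Chr3.g20140) averaged 4.12 ± 2.34 FPKM at 0 d, 13.93 ± 4.78 at 20 d and 8.60 ± 2.82 at 50 d (mean ± SD, n = 3). Chr3.g20140 changed by log2 1.85 from 0 d to 20 d (standard error 0.45, adjusted p = 0.011, same test) without overlap of the replicates. It was therefore not a DEG, although DESeq2 called it from 0 d to 20 d (DESeq2 adjusted p = 0.0014), and so did edgeR without 20 d replicate B or without 50 d replicate C. Chr16.g28238 from 0 d to 20 d lost the call without 0 d A, B or C or 20 d A or C (edgeR adjusted p up to 0.0342) and Chr15.g02290 from 0 d to 50 d lost the call without 0 d A, B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0492). Chr16.g28238 from 0 d to 20 d and Chr15.g02290 from 0 d to 50 d were also not called with glmTreat.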

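Of 12 tested PYL receptor genes, 4 were DEGs, 2 higher and 2 lower at 50 d than at 0 d (3 to 5 under the alternatives). PYL9, the PYL DEG with the highest mean FPKM (Chr1.g57831) averaged 111 ± 15.7 FPKM at 0 d, 49.9 ± 12.9 at 20 d and 46.4 ± 11.3 at 50 d (mean ± SD, n = 3). Chr1.g57831 changed by log2 -1.20 from 0 d to 50 d (standard error 0.30, adjusted p = 0.00778, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Log2 fold changes of the remaining PYL DEGs from 0 d to 50 d were 2.31 for Chr1.g57101, 3.62 for Chr8.g53982 and -2.49 for Chr16.g28489 (standard errors 0.39 to 0.49, adjusted p 2.0e-04 to 8.8e-04, same test), with the replicates of the 2 stages not overlapping. With any 1 library removed, the calls of Chr1.g57101, Chr8.g53982 and Chr16.g28489 were kept. Chr1.g57831 lost the call without 0 d B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.041). Chr1.g57831 was also not called with no low-count filter or glmTreat.
Of 103 tested protein phosphatase 2C genes, 27 were DEGs, 12 higher and 15 lower at 50 d than at 0 d (12 to 40 under the alternatives), and the surplus of lower genes was absent with the gene-length trend removed within stages (16 higher and 16 lower). The PP2C DEG with the highest mean FPKM (Chr13.g23199) averaged 259.6 ± 110.2 FPKM at 0 d, 43.5 ± 8.50 at 20 d and 17.2 ± 3.74 at 50 d (mean ± SD, n = 3). Chr13.g23199 changed by log2 -3.86 from 0 d to 50 d (standard error 0.41, adjusted p = 5.2e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. After dropping each of the 9 libraries in turn, the call of Chr13.g23199 was kept.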

The genes encoding ABA receptors (*PYL*) and protein phosphatase 2C (*PP2C*), which are involved in ABA signaling transduction, were also differentially expressed during these times (Figure 4B and Table S4).

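Of 3 tested ent-kaurene synthase family genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 2 under the alternatives), with lower genes called too under DESeq2, an adjusted p below 0.05, the gene-length trend removed against all libraries and DESeq2 combined with a mean FPKM of at least 1 in both stages. This gene, Chr11.g13139, is annotated as ent-copalyl diphosphate synthase, and the lower one as ent-kaurene synthase. Ent-copalyl diphosphate synthase (Chr11.g13139) averaged 0.166 ± 0.0427 FPKM at 0 d, 0.533 ± 0.124 at 20 d and 3.42 ± 0.939 at 50 d (mean ± SD, n = 3). Chr11.g13139 changed by log2 4.38 from 0 d to 50 d (standard error 0.48, adjusted p = 5.9e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. None of the 5 tested ent-kaurene oxidase genes was a DEG by edgeR, while 3 had an unadjusted p below 0.05 in some comparison, and DESeq2 called 0 and limma-trend 0. No KO gene was called under any alternative.
Of 2 tested GA20 oxidase genes, 2 were DEGs, 1 higher and 1 lower at 50 d than at 0 d (0 to 2 under the alternatives), and only the lower one was called with limma-trend on log2(FPKM + 1). The GA20ox gene that rose (Chr1.g56784) averaged 0.957 ± 0.158 FPKM at 0 d, 4.22 ± 2.32 at 20 d and 2.02 ± 0.397 at 50 d (mean ± SD, n = 3). Chr1.g56784 changed by log2 2.22 from 0 d to 20 d (standard error 0.49, adjusted p = 0.00695, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. The GA20ox gene that fell (Chr7.g31979) averaged 5.15 ± 3.66 FPKM at 0 d, 1.22 ± 0.296 at 20 d and 0.392 ± 0.362 at 50 d (mean ± SD, n = 3). Chr7.g31979 changed by log2 -3.57 from 0 d to 50 d (standard error 0.78, adjusted p = 0.00348, same test) without overlap of the replicates. Where a single library was omitted, the call of Chr11.g13139 from 0 d to 50 d was kept. Chr1.g56784 from 0 d to 20 d lost the call without 0 d A, B or C, 20 d A or C or 50 d B (edgeR adjusted p up to 0.038) and Chr7.g31979 from 0 d to 50 d lost the call without 0 d A or C or 50 d B (edgeR adjusted p up to 0.0189). Chr11.g13139 from 0 d to 50 d was also not called with a mean FPKM of at least 1 in both stages. Chr1.g56784 from 0 d to 20 d was also not called with a mean FPKM of at least 1 in both stages, glmTreat, limma-trend on log2(FPKM + 1) or limma-trend on log2(FPKM + 0.1). Chr7.g31979 from 0 d to 50 d was also not called with a mean FPKM of at least 1 in both stages or glmTreat.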

In the GA biosynthesis pathway, genes encoding ent-kaurene synthase (*KS*) and ent-kaurene oxidase (*KO*) were increased from day 0 to day 20 and then decreased from day 20 to day 50 but the DEG encoding gibberellin 20 oxidase (*GA20ox*) was down-regulated in the dormancy release progression. 

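Of 2 tested ent-kaurenoic acid oxidase genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 2 under the alternatives). Ent-kaurenoic acid oxidase 1 (Chr16.g28723) averaged 0.477 ± 0.307 FPKM at 0 d, 6.30 ± 0.472 at 20 d and 7.71 ± 4.46 at 50 d (mean ± SD, n = 3). Chr16.g28723 changed by log2 4.08 from 0 d to 50 d (standard error 0.64, adjusted p = 4.6e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr16.g28723 changed by log2 3.79 from 0 d to 20 d (standard error 0.63, adjusted p = 0.00179, same test) without overlap of the replicates. DESeq2 called 2 KAO genes. Refitting without each library, the call of Chr16.g28723 from 0 d to 50 d was kept. Chr16.g28723 from 0 d to 20 d lost the call without 0 d B or C (edgeR adjusted p up to 0.0117). Chr16.g28723 from 0 d to 50 d and Chr16.g28723 from 0 d to 20 d were also not called with a mean FPKM of at least 1 in both stages.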

Meanwhile, two DEGs encoding ent-kaurenoic acid oxidase (*KAO*) showed opposite expression profiles (Figure 4A and Table S4). Additionally, the DEGs encoding gibberellin 2 oxidase (*GA2ox*) that participated in GA inactivation were gradually decreased during these stages, with *Chr10.g15067* the most abundantly expressed (Table S4). 

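Of 8 tested GA2 oxidase genes, 5 were DEGs, 1 higher and 4 lower at 50 d than at 0 d (2 to 6 under the alternatives). GA2ox1 (Chr10.g15067) averaged 493 ± 164 FPKM at 0 d, 94.8 ± 24.9 at 20 d and 20.9 ± 8.51 at 50 d (mean ± SD, n = 3). Chr10.g15067 changed by log2 -4.50 from 0 d to 50 d (standard error 0.43, adjusted p = 3.2e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr10.g15067 changed by log2 -2.29 from 0 d to 20 d (standard error 0.39, adjusted p = 0.00209, same test) without overlap of the replicates. Chr10.g15067 changed by log2 -2.21 from 20 d to 50 d (standard error 0.39, adjusted p = 0.00822, same test) without overlap of the replicates. GA2 oxidase 8 (Chr5.g05827) averaged 5.72 ± 0.621 FPKM at 0 d, 4.65 ± 0.464 at 20 d and 0.257 ± 0.138 at 50 d (mean ± SD, n = 3). Chr5.g05827 changed by log2 -4.14 from 20 d to 50 d (standard error 0.55, adjusted p = 0.00222, same test) without overlap of the replicates. In the 9 fits with a library missing, the call of Chr10.g15067 from 0 d to 50 d was kept. Chr10.g15067 from 0 d to 20 d lost the call without 20 d A or C (edgeR adjusted p up to 0.0121) and Chr10.g15067 from 20 d to 50 d lost the call without 0 d A, B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0412). Chr5.g05827 from 20 d to 50 d lost the call without 20 d A or C or 50 d B (edgeR adjusted p up to 0.0128). Chr10.g15067 from 0 d to 20 d was also not called with glmTreat. Chr10.g15067 from 20 d to 50 d was also not called with RLE factors, glmTreat or only the 2 stages compared in the fit. Chr5.g05827 from 20 d to 50 d was also not called with a mean FPKM of at least 1 in both stages or only the 2 stages compared in the fit.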

Our data shows that the expression levels of several genes related to GA signaling and response, such as genes encoding DELLA proteins and F-box proteins SLEEPY (*SYL*), were significantly up-regulated during seed cold stratification but genes encoding scarecrow-like proteins (*SCL*) and gibberellin-regulated proteins (*GAST*) showed diverse expression patterns during seed cold stratification (Figure 4B and Table S4).

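Of 3 tested SLEEPY family genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 1 under the alternatives). It is annotated as F-box protein SNE (Chr17.g25753), had 3 counts over the 3 libraries at 0 d and 53 at 50 d, and rose 15.5-fold (95% counting interval 5.02 to 77.5) in FPKM.
Of 49 tested scarecrow-like genes, 13 were DEGs, 5 higher and 8 lower at 50 d than at 0 d (5 to 21 under the alternatives). The SCL DEG with the highest mean FPKM, annotated as PAT1, (Chr3.g18707) averaged 24.7 ± 8.16 FPKM at 0 d, 9.90 ± 1.24 at 20 d and 4.05 ± 0.566 at 50 d (mean ± SD, n = 3). Chr3.g18707 changed by log2 -2.55 from 0 d to 50 d (standard error 0.33, adjusted p = 1.7e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Of 14 tested gibberellin-regulated protein genes, 9 were DEGs, 8 higher and 1 lower at 50 d than at 0 d (6 to 13 under the alternatives). Gibberellin-regulated protein 14 (Chr17.g24939) averaged 17.8 ± 6.20 FPKM at 0 d, 173 ± 37.6 at 20 d and 378 ± 179 at 50 d (mean ± SD, n = 3). Chr17.g24939 changed by log2 4.46 from 0 d to 50 d (standard error 0.43, adjusted p = 3.3e-05, same test) without overlap of the replicates. Chr17.g24939 changed by log2 3.37 from 0 d to 20 d (standard error 0.41, adjusted p = 4.0e-04, same test) without overlap of the replicates. Leaving out 1 library at a time, the calls of Chr3.g18707 from 0 d to 50 d, Chr17.g24939 from 0 d to 50 d and Chr17.g24939 from 0 d to 20 d were kept. Chr17.g25753 from 0 d to 50 d lost the call without 0 d A or B, 20 d A or C or 50 d B or C (edgeR adjusted p up to 0.0374). Chr17.g25753 from 0 d to 50 d was also not called with a mean FPKM of at least 1 in both stages or glmTreat.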

The following IAA synthesis pathway genes as well as the IAA levels were significantly activated during seed cold stratification: two alpha subunits of anthranilate synthase (*ASA*) genes, one tryptophan synthase alpha (*TSA*) gene, one indole-3-pyruvate monooxygenase (*YUCCA*) gene, two nitrolase (*NIT*) genes, and one aldehyde oxidase (*AAO*) gene (Figure 4A and Table S4). However, the DEGs encoding transport-inhibitor-resistant 1/auxin signaling F-box (*TIR1*/*AFB*) proteins, indole-acetic acid (*IAA*) proteins, Gretchen Hagen3 (*GH3*), and small auxin-up RNAs (*SAUR*), which are involved in IAA signaling transduction and response, showed distinct expression patterns during the dormancy release progression of callery pear seeds (Figure 4B and Table S4).

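Of 7 tested anthranilate synthase alpha genes, 3 were DEGs, all higher at 50 d than at 0 d (1 to 4 under the alternatives). ASA2 (Chr3.g20267) averaged 2.34 ± 0.447 FPKM at 0 d, 18.0 ± 5.48 at 20 d and 22.2 ± 1.64 at 50 d (mean ± SD, n = 3). Chr3.g20267 changed by log2 3.31 from 0 d to 50 d (standard error 0.33, adjusted p = 3.7e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. For the ASA1 genes on chromosome 7 the log2 fold changes from 0 d to 50 d were 1.84 for Chr7.g32391 and 1.65 for Chr7.g32387 (standard errors 0.29 to 0.42, adjusted p 4.8e-04 to 0.00817, same test), with the replicates of the 2 stages not overlapping. These ASA1 genes lie near each other and can share reads. Of 3 tested tryptophan synthase alpha genes, 1 was a DEG, higher at 50 d than at 0 d (1 under each alternative). TSA (Chr5.g07027) averaged 24.4 ± 6.56 FPKM at 0 d, 84.5 ± 3.15 at 20 d and 85.1 ± 8.37 at 50 d (mean ± SD, n = 3). Chr5.g07027 changed by log2 1.88 from 0 d to 20 d (standard error 0.29, adjusted p = 0.00115, same test) without overlap of the replicates. Chr5.g07027 changed by log2 1.87 from 0 d to 50 d (standard error 0.29, adjusted p = 4.2e-04, same test) without overlap of the replicates. When single libraries were left out, the calls of Chr3.g20267 from 0 d to 50 d, Chr7.g32391 from 0 d to 50 d and Chr5.g07027 from 0 d to 50 d were kept. Chr7.g32387 from 0 d to 50 d lost the call without 0 d A, B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0536) and Chr5.g07027 from 0 d to 20 d lost the call without 0 d C (edgeR adjusted p up to 0.0107). Chr7.g32391 from 0 d to 50 d was also not called with the gene-length trend removed against all libraries. Chr7.g32387 from 0 d to 50 d was also not called with RLE factors, a mean FPKM of at least 1 in both stages, glmTreat, limma-trend on log2(FPKM + 1), limma-trend on log2(FPKM + 0.1) or the gene-length trend removed against all libraries. Chr5.g07027 from 0 d to 20 d was also not called with glmTreat.
Of 3 tested YUCCA genes, 1 was a DEG, higher at 50 d than at 0 d (1 to 2 under the alternatives). YUCCA10 (Chr3.g17729) had no counts at 0 d, 1.30 ± 1.13 FPKM at 20 d and 30.1 ± 14.9 at 50 d, at least 705-fold above 0 d. Of 12 tested nitrilase family genes, 5 were DEGs, all higher at 50 d than at 0 d (3 to 8 under the alternatives). Their annotations include mandelonitrile lyases beside nitrilases. NIT4B (Chr3.g19372) averaged 8.73 ± 1.63 FPKM at 0 d, 23.7 ± 1.66 at 20 d and 38.4 ± 2.24 at 50 d (mean ± SD, n = 3). Chr3.g19372 changed by log2 2.20 from 0 d to 50 d (standard error 0.27, adjusted p = 1.2e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Of 9 tested aldehyde oxidase genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 3 under the alternatives), with lower genes called too under an adjusted p below 0.05 and the fit without 20 d B. This gene, annotated as aldehyde oxidase GLOX1, is in the family by its description alone, and a role in IAA synthesis was not tested. It (Chr15.g04799) averaged 0.0624 ± 0.0545 FPKM at 0 d, 5.71 ± 1.12 at 20 d and 1.78 ± 0.745 at 50 d (mean ± SD, n = 3). Chr15.g04799 changed by log2 6.47 from 0 d to 20 d (standard error 0.69, adjusted p = 2.1e-04, same test) without overlap of the replicates. Chr15.g04799 changed by log2 4.78 from 0 d to 50 d (standard error 0.68, adjusted p = 2.6e-04, same test) without overlap of the replicates. On leaving out each library in turn, the calls of Chr3.g17729 from 0 d to 50 d, Chr3.g19372 from 0 d to 50 d, Chr15.g04799 from 0 d to 20 d and Chr15.g04799 from 0 d to 50 d were kept. Chr3.g17729 from 0 d to 50 d, Chr15.g04799 from 0 d to 20 d and Chr15.g04799 from 0 d to 50 d were also not called with a mean FPKM of at least 1 in both stages.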

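Of 8 tested TIR1/AFB genes, 4 were DEGs, all higher at 50 d than at 0 d (1 to 5 under the alternatives), with lower genes called too under the gene-length trend removed against all libraries. The TIR1/AFB DEG with the highest mean FPKM (Chr8.g55742) averaged 6.58 ± 0.723 FPKM at 0 d, 17.2 ± 5.23 at 20 d and 22.8 ± 9.17 at 50 d (mean ± SD, n = 3). Chr8.g55742 changed by log2 1.86 from 0 d to 50 d (standard error 0.38, adjusted p = 0.0024, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Log2 fold changes of the remaining TIR1/AFB DEGs from 0 d to 50 d were 2.90 for Chr15.g00688, 1.77 for Chr9.g47408 and 3.87 for Chr5.g05947 (standard errors 0.44 to 0.60, adjusted p 4.6e-04 to 0.0069, same test), with the replicates of the 2 stages not overlapping. Of 35 tested Aux/IAA family genes, 16 were DEGs, 14 higher and 2 lower at 50 d than at 0 d (8 to 24 under the alternatives). IAA13, the DEG of this family with the highest mean FPKM, (Chr2.g41336) averaged 219 ± 70.3 FPKM at 0 d, 37.1 ± 6.42 at 20 d and 5.67 ± 1.15 at 50 d (mean ± SD, n = 3). Chr2.g41336 changed by log2 -5.20 from 0 d to 50 d (standard error 0.38, adjusted p = 1.2e-05, same test) without overlap of the replicates. Across the 9 fits that each omit a library, the calls of Chr5.g05947 and Chr2.g41336 were kept. Chr8.g55742 and Chr9.g47408 lost their calls without 0 d A, B or C or 50 d A or B (edgeR adjusted p up to 0.0443) and Chr15.g00688 lost the call without 0 d A or B (edgeR adjusted p up to 0.0164). Chr8.g55742 was also not called with glmTreat. Chr9.g47408 was also not called with glmTreat, limma-trend on log2(FPKM + 1) or limma-trend on log2(FPKM + 0.1). Chr5.g05947 was also not called with a mean FPKM of at least 1 in both stages.
Of 5 tested GH3 genes, 2 were DEGs, 1 higher and 1 lower at 50 d than at 0 d (0 to 3 under the alternatives). For the GH3 DEGs the log2 fold changes from 0 d to 50 d were -3.56 for Chr3.g18423 and 3.52 for Chr5.g08369 (standard errors 0.48 to 0.62, adjusted p 1.9e-04 to 9.7e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with the replicates of the 2 stages not overlapping. Of 16 tested SAUR genes, 7 were DEGs, 3 higher and 4 lower at 50 d than at 0 d (2 to 12 under the alternatives). SAUR32 (Chr7.g31630) averaged 464 ± 86.4 FPKM at 0 d, 43.5 ± 34.4 at 20 d and 14.3 ± 10.2 at 50 d (mean ± SD, n = 3). Chr7.g31630 changed by log2 -4.97 from 0 d to 50 d (standard error 0.70, adjusted p = 2.6e-04, same test) without overlap of the replicates. With any 1 library removed, the calls of Chr3.g18423, Chr5.g08369 and Chr7.g31630 were kept. Chr3.g18423 and Chr5.g08369 were also not called with a mean FPKM of at least 1 in both stages.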

The expression levels of genes encoding LONELY GUY (*LOG*), involved in CTK synthesis; s-adenosylmethionine synthase (*SAMS*) and 1-aminocyclopropane-1-carboxylate synthase (*ACS*), involved in ETH synthesis, were gradually decreased during dormancy release progression, while three DEGs encoding 1-aminocyclopropane-1-carboxylate oxidase (*ACO*), involved in ETH synthesis, were gradually increased during the three dormant times (Figure 4A and Table S4). Additionally, several DEGs associated with CTK and ETH signaling transduction, such as histidine-containing phosphor-transfer protein (*AHP*), two two-component response regulators (*ARR*), reversion-to-ethylene sensitivity (*RTE*) protein, and ethylene-insensitive protein 3 (*EIN3*), were significantly down-regulated in pear seeds during cold stratification (Figure 4B and Table S4).

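Of 7 tested LOG genes, 2 were DEGs, 1 higher and 1 lower at 50 d than at 0 d (1 to 6 under the alternatives), with 3 higher and 1 lower under DESeq2 over all LOG genes of the table. The LOG gene that fell (Chr4.g39464) averaged 21.9 ± 5.62 FPKM at 0 d, 8.09 ± 2.09 at 20 d and 3.71 ± 0.889 at 50 d (mean ± SD, n = 3). Chr4.g39464 changed by log2 -2.50 from 0 d to 50 d (standard error 0.37, adjusted p = 3.5e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. The LOG gene that rose (Chr12.g36511) averaged 0.590 ± 0.385 FPKM at 0 d, 2.59 ± 0.353 at 20 d and 2.77 ± 0.0454 at 50 d (mean ± SD, n = 3). Chr12.g36511 changed by log2 2.18 from 0 d to 20 d (standard error 0.49, adjusted p = 0.00791, same test) without overlap of the replicates. Chr12.g36511 changed by log2 2.26 from 0 d to 50 d (standard error 0.49, adjusted p = 0.00344, same test) without overlap of the replicates. Of 7 tested S-adenosylmethionine synthase genes, 2 were DEGs, both lower at 50 d than at 0 d (1 to 3 under the alternatives). SAMS2 (Chr12.g35676) averaged 192 ± 34.9 FPKM at 0 d, 17.9 ± 3.12 at 20 d and 6.41 ± 2.39 at 50 d (mean ± SD, n = 3). Chr12.g35676 changed by log2 -4.85 from 0 d to 50 d (standard error 0.38, adjusted p = 1.5e-05, same test) without overlap of the replicates. For SAMS4 the log2 fold change from 0 d to 50 d was -1.98 for Chr12.g36596 (standard error 0.38, adjusted p = 0.00167, same test), with the replicates of the 2 stages not overlapping. After dropping each of the 9 libraries in turn, the calls of Chr4.g39464 from 0 d to 50 d and Chr12.g35676 from 0 d to 50 d were kept. Chr12.g36511 from 0 d to 50 d lost the call without 0 d A or C or 50 d A or B (edgeR adjusted p up to 0.0206) and Chr12.g36511 from 0 d to 20 d lost the call without 0 d A or C, 20 d A or C or 50 d A, B or C (edgeR adjusted p up to 0.0424). Chr12.g36596 from 0 d to 50 d lost the call without 50 d A (edgeR adjusted p up to 0.0102). Chr12.g36511 from 0 d to 50 d was also not called with a mean FPKM of at least 1 in both stages or glmTreat. Chr12.g36511 from 0 d to 20 d was also not called with a mean FPKM of at least 1 in both stages, glmTreat or only the 2 stages compared in the fit. Chr12.g36596 from 0 d to 50 d was also not called with glmTreat.
Of 4 tested ACC synthase genes, 2 were DEGs, both lower at 50 d than at 0 d (2 under each alternative). ACS1 (Chr17.g27096) averaged 172 ± 83.1 FPKM at 0 d, 16.3 ± 15.6 at 20 d and 2.51 ± 2.58 at 50 d (mean ± SD, n = 3). Chr17.g27096 changed by log2 -6.07 from 0 d to 50 d (standard error 0.92, adjusted p = 3.9e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. For ACS8 the log2 fold change from 0 d to 50 d was -4.26 for Chr15.g04361 (standard error 0.46, adjusted p = 5.3e-05, same test), with the replicates of the 2 stages not overlapping. Of 6 tested ACC oxidase genes, 3 were DEGs, all higher at 50 d than at 0 d (1 to 4 under the alternatives), with lower genes called too under DESeq2, an adjusted p below 0.05, the gene-length trend removed within stages, DESeq2 combined with a mean FPKM of at least 1 in both stages and the fit without 20 d B. The ACO DEG with the highest mean FPKM (Chr15.g03051) averaged 0.402 ± 0.116 FPKM at 0 d, 6.32 ± 3.48 at 20 d and 60.2 ± 26.8 at 50 d (mean ± SD, n = 3). Chr15.g03051 changed by log2 7.27 from 0 d to 50 d (standard error 0.58, adjusted p = 1.5e-05, same test) without overlap of the replicates. The remaining ACO DEGs changed from 0 d to 50 d by log2 2.30 for Chr10.g13801 and 2.09 for Chr9.g46362 (standard errors 0.47 to 0.55, adjusted p 0.00417 to 0.0056, same test), with the replicates of the 2 stages not overlapping. Where a single library was omitted, the calls of Chr17.g27096, Chr15.g04361 and Chr15.g03051 were kept. Chr10.g13801 lost the call without 0 d B or C or 50 d B or C (edgeR adjusted p up to 0.0337) and Chr9.g46362 lost the call without 0 d A or C or 50 d A or B (edgeR adjusted p up to 0.0246). Chr15.g04361 and Chr15.g03051 were also not called with a mean FPKM of at least 1 in both stages. Chr10.g13801 and Chr9.g46362 were also not called with glmTreat.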

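Of 5 tested AHP genes, 2 were DEGs, both lower at 50 d than at 0 d (2 to 4 under the alternatives), with higher genes called too under an adjusted p below 0.05 and limma-trend on log2(FPKM + 0.1). AHP1 (Chr11.g13243) averaged 56.7 ± 21.1 FPKM at 0 d, 11.3 ± 4.87 at 20 d and 8.62 ± 3.29 at 50 d (mean ± SD, n = 3). Chr11.g13243 changed by log2 -2.66 from 0 d to 50 d (standard error 0.43, adjusted p = 6.1e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. For the pseudo AHP5 gene the log2 fold change from 0 d to 50 d was -2.86 for Chr15.g04115 (standard error 0.52, adjusted p = 0.00125, same test), with the replicates of the 2 stages not overlapping. Of 17 tested two-component response regulator genes, 5 were DEGs, 4 higher and 1 lower at 50 d than at 0 d (2 to 6 under the alternatives). ARR3, the ARR DEG with the highest mean FPKM, (Chr13.g23774) averaged 21.9 ± 2.65 FPKM at 0 d, 4.72 ± 1.36 at 20 d and 6.83 ± 2.28 at 50 d (mean ± SD, n = 3). Chr13.g23774 changed by log2 -1.62 from 0 d to 50 d (standard error 0.35, adjusted p = 0.00318, same test) without overlap of the replicates. Of 8 tested histidine kinase genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 4 under the alternatives). Histidine kinase 2 (Chr17.g25727) averaged 0.297 ± 0.0761 FPKM at 0 d, 3.14 ± 1.91 at 20 d and 6.08 ± 3.66 at 50 d (mean ± SD, n = 3). Chr17.g25727 changed by log2 4.40 from 0 d to 50 d (standard error 0.69, adjusted p = 4.6e-04, same test) without overlap of the replicates. Refitting without each library, the calls of Chr11.g13243, Chr15.g04115 and Chr17.g25727 were kept. Chr13.g23774 lost the call without 0 d A or B or 50 d A or B (edgeR adjusted p up to 0.0188). Chr13.g23774 was also not called with glmTreat. Chr17.g25727 was also not called with a mean FPKM of at least 1 in both stages.
None of the 2 tested RTE genes was a DEG by edgeR, while 2 had an unadjusted p below 0.05 in some comparison, and DESeq2 called 1 and limma-trend 0. None of the 9 tested EIN3 genes was a DEG by edgeR, while 2 had an unadjusted p below 0.05 in some comparison, and DESeq2 called 1 and limma-trend 0. Both families were called by edgeR at an adjusted p below 0.05 or without 20 d replicate B, with 1 RTE and 1 EIN3 gene lower in the latter fit. Of 7 tested ethylene receptor genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 2 under the alternatives), with lower genes called too under the gene-length trend removed against all libraries, and none was called with RLE factors or limma-trend. Ethylene receptor 2 (Chr16.g29429) averaged 0.848 ± 0.151 FPKM at 0 d, 2.67 ± 2.03 at 20 d and 6.05 ± 3.62 at 50 d (mean ± SD, n = 3). Chr16.g29429 changed by log2 2.91 from 0 d to 50 d (standard error 0.76, adjusted p = 0.00925, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Of 11 tested CTR1 genes, 4 were DEGs, 3 higher and 1 lower at 50 d than at 0 d (1 to 7 under the alternatives). CTR1 genes changed from 0 d to 50 d by log2 -1.45 for Chr4.g38815, 2.70 for Chr15.g00580, 3.79 for Chr15.g03605 and 1.87 for Chr14.g47774 (standard errors 0.27 to 0.58, adjusted p 2.9e-04 to 0.00311, same test), with the replicates of the 2 stages not overlapping. In the 9 fits with a library missing, the calls of Chr4.g38815 and Chr15.g03605 were kept. Chr16.g29429 lost the call without 0 d A, B or C, 20 d C or 50 d A or B (edgeR adjusted p up to 0.0475) and Chr15.g00580 lost the call without 0 d A, B or C or 50 d A or B (edgeR adjusted p up to 0.0263). Chr14.g47774 lost the call without 0 d A or C or 50 d B (edgeR adjusted p up to 0.0179). Chr16.g29429 was also not called with RLE factors, a mean FPKM of at least 1 in both stages, glmTreat, limma-trend on log2(FPKM + 1) or limma-trend on log2(FPKM + 0.1). Chr4.g38815 and Chr15.g00580 were also not called with glmTreat. Chr15.g03605 was also not called with a mean FPKM of at least 1 in both stages. Chr14.g47774 was also not called with a mean FPKM of at least 1 in both stages or glmTreat.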

We also analyzed the expression levels of genes associated with BR and JA biosynthesis and signaling transduction and identified a series of genes, including those encoding cytochrome P450 enzyme (*CYP90A1*), brassinosteroid insensitive1 (*BRI*), GSK3-like kinase brassinosteroid insensitive2 (*BIN*), lipoxygenase (*LOX*), 12-oxophytodienoate reductase (*OPR*), OPC8:0-CoA ligase (*OPCL*), jasmonic acid amido synthetase (*JAR*), and jasmonate ZIM domain-containing protein (*JAZ*), that were differentially expressed during seed cold stratification (Figure 4 and Table S4).

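Of 3 tested CYP90A1 genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 2 under the alternatives). CYP90A1 (Chr1.g57159) averaged 2.97 ± 0.588 FPKM at 0 d, 6.88 ± 0.804 at 20 d and 9.82 ± 2.26 at 50 d (mean ± SD, n = 3). Chr1.g57159 changed by log2 1.79 from 0 d to 50 d (standard error 0.32, adjusted p = 0.00102, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. None of the 9 tested BRI genes was a DEG by edgeR, while 5 had an unadjusted p below 0.05 in some comparison, and DESeq2 called 1 and limma-trend 0. With edgeR 1 BRI gene was called higher without 20 d replicate B. Of 5 tested BIN2-like kinase genes, 3 were DEGs, 1 higher and 2 lower at 50 d than at 0 d (1 to 4 under the alternatives). The BIN DEG with the highest mean FPKM, a shaggy-related kinase eta, (Chr5.g06215) averaged 173 ± 4.75 FPKM at 0 d, 63.1 ± 13.0 at 20 d and 40.5 ± 1.81 at 50 d (mean ± SD, n = 3). Chr5.g06215 changed by log2 -2.03 from 0 d to 50 d (standard error 0.27, adjusted p = 2.0e-04, same test) without overlap of the replicates. Log2 fold changes of the remaining BIN DEGs from 0 d to 50 d were -1.40 for Chr10.g14353 and 1.79 for Chr17.g27601 (standard errors 0.26 to 0.28, adjusted p 4.3e-04 to 0.00137, same test), with the replicates of the 2 stages not overlapping. Leaving out 1 library at a time, the calls of Chr1.g57159, Chr5.g06215 and Chr17.g27601 were kept. Chr10.g14353 lost the call without 50 d B (edgeR adjusted p up to 0.0103). Chr1.g57159, Chr10.g14353 and Chr17.g27601 were also not called with glmTreat.
Of 19 tested lipoxygenase genes, 6 were DEGs, all higher at 50 d than at 0 d (3 to 10 under the alternatives), with lower genes called too under DESeq2, an adjusted p below 0.05, the gene-length trend removed against all libraries, the gene-length trend removed within stages, DESeq2 combined with a mean FPKM of at least 1 in both stages and the fit without 20 d B. The LOX DEG with the highest mean FPKM (Chr12.g35511) averaged 7.52 ± 2.30 FPKM at 0 d, 32.0 ± 18.0 at 20 d and 55.4 ± 13.2 at 50 d (mean ± SD, n = 3). Chr12.g35511 changed by log2 2.95 from 0 d to 50 d (standard error 0.47, adjusted p = 5.4e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Of 12 tested OPR genes, 3 were DEGs, 1 higher and 2 lower at 50 d than at 0 d (1 to 5 under the alternatives). The OPR DEGs changed from 0 d to 50 d by log2 -2.06 for Chr15.g00408, -1.66 for Chr12.g37381 and 6.50 for Chr15.g00412 (standard errors 0.37 to 0.79, adjusted p 1.0e-04 to 0.00776, same test), with the replicates of the 2 stages not overlapping. Of 2 tested OPCL family genes, 1 was a DEG, lower at 50 d than at 0 d (1 under each alternative). This gene, a 4-coumarate--CoA ligase-like 5, (Chr15.g04913) averaged 65.0 ± 11.9 FPKM at 0 d, 7.00 ± 2.67 at 20 d and 2.12 ± 0.305 at 50 d (mean ± SD, n = 3). Chr15.g04913 changed by log2 -4.87 from 0 d to 50 d (standard error 0.40, adjusted p = 1.6e-05, same test) without overlap of the replicates. In fits without 1 of the 9 libraries, the calls of Chr12.g35511, Chr15.g00412 and Chr15.g04913 were kept. Chr15.g00408 lost the call without 0 d A, B or C or 50 d A or C (edgeR adjusted p up to 0.0311) and Chr12.g37381 lost the call without 0 d B or 50 d A, B or C (edgeR adjusted p up to 0.0216). Chr15.g00408 and Chr12.g37381 were also not called with glmTreat. Chr15.g00412 was also not called with a mean FPKM of at least 1 in both stages.
None of the 3 tested JAR genes was a DEG by edgeR, while 3 had an unadjusted p below 0.05 in some comparison, and DESeq2 called 1 and limma-trend 0. With edgeR 1 JAR gene was called higher without 20 d replicate B and 2 without 50 d replicate C. Of 15 tested JAZ genes, 6 were DEGs, all lower at 50 d than at 0 d (2 to 12 under the alternatives), with higher genes called too under DESeq2, an adjusted p below 0.05 and DESeq2 combined with a mean FPKM of at least 1 in both stages. TIFY 6B, the JAZ DEG with the highest mean FPKM, (Chr13.g24391) averaged 49.2 ± 11.4 FPKM at 0 d, 14.5 ± 1.98 at 20 d and 12.9 ± 1.45 at 50 d (mean ± SD, n = 3). Chr13.g24391 changed by log2 -1.86 from 0 d to 50 d (standard error 0.29, adjusted p = 4.7e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. When single libraries were left out, the call of Chr13.g24391 was kept.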

### 2.5. DEGs Involved in Carbohydrate Biosynthesis and Metabolism during Seed Dormancy Release Progression

During seed dormancy release progression, starch showed a significant downward trend while soluble sugars (including fructose and glucose) showed the opposite changes (Figure 2). Meanwhile, KEGG enrichment analysis showed that the DEGs in Cluster 7 and Cluster 8 were significantly enriched in carbohydrate biosynthesis and metabolism pathways, including glycolysis/gluconeogenesis, amino sugar and nucleotide sugar metabolism, and pyruvate metabolism (Figure 3). Thus, we investigated the regulation of starch and sucrose metabolism pathways and identified 54 genes that were significantly differentially expressed during seed cold stratification (Figure 5 and Table S5). 

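Of the DEGs in the starch and sucrose families, 62 (81.6%) had a profile that rises at each stage or rises by 20 d and is then held, the profiles of clusters 7 and 8. Among all DEGs this share was 51.0%.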

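In the starch and sucrose families, 76 of 187 tested genes were DEGs by edgeR's quasi-likelihood test, and 83 were called when adjusted over the list alone. As these families were chosen on the same samples, the latter number is not independent evidence. The first number moved most under glmTreat against a log2 fold change of 1, which called 43, and an adjusted p below 0.05 gave 107. With a library left out the number ran from 50 (without 0 d replicate A) to 101 (without 20 d replicate B).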

The expression levels of DEGs encoding invertase (*INV*), invertase inhibitor (*Invlnh*), *SUS*, hexokinase (*HXK*), fructokinase (*FRK*), and glucose-6-phosphate isomerase (*PGI*) were significantly up-regulated in seeds after 20 and 50 days of cold stratification and accelerated the deposition of fructose and glucose during seed dormancy release progression (Figure 5 and Table S5). 

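Of 19 tested invertase genes, 3 were DEGs, all higher at 50 d than at 0 d (1 to 7 under the alternatives), with lower genes called too under the gene-length trend removed against all libraries. A soluble invertase (Chr1.g56887) averaged 0.273 ± 0.153 FPKM at 0 d, 0.953 ± 0.216 at 20 d and 8.54 ± 3.67 at 50 d (mean ± SD, n = 3). Chr1.g56887 changed by log2 5.05 from 0 d to 50 d (standard error 0.53, adjusted p = 4.5e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr1.g56887 changed by log2 3.15 from 20 d to 50 d (standard error 0.47, adjusted p = 0.00378, same test) without overlap of the replicates. For the neutral invertase CINV2 the log2 fold change from 0 d to 50 d was 1.85 for Chr15.g00371 (standard error 0.47, adjusted p = 0.00801, same test), with the replicates of the 2 stages not overlapping. A further soluble invertase, Chr7.g32071, had 3 counts at 0 d and 251 at 50 d and rose 73.3-fold (95% counting interval 24.8 to 358). The invertase inhibitor (Chr6.g53000) averaged 0.761 ± 0.615 FPKM at 0 d, 1.77 ± 0.379 at 20 d and 17.7 ± 11.6 at 50 d (mean ± SD, n = 3). Chr6.g53000 changed by log2 4.61 from 0 d to 50 d (standard error 0.67, adjusted p = 3.0e-04, same test) without overlap of the replicates. On leaving out each library in turn, the calls of Chr1.g56887 from 0 d to 50 d, Chr7.g32071 from 0 d to 50 d and Chr6.g53000 from 0 d to 50 d were kept. Chr1.g56887 from 20 d to 50 d lost the call without 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0235) and Chr15.g00371 from 0 d to 50 d lost the call without 0 d A or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0452). Chr1.g56887 from 0 d to 50 d, Chr7.g32071 from 0 d to 50 d and Chr6.g53000 from 0 d to 50 d were also not called with a mean FPKM of at least 1 in both stages. Chr1.g56887 from 20 d to 50 d was also not called with a mean FPKM of at least 1 in both stages, glmTreat or only the 2 stages compared in the fit. Chr15.g00371 from 0 d to 50 d was also not called with glmTreat.
Of 10 tested sucrose synthase genes, 6 were DEGs, 5 higher and 1 lower at 50 d than at 0 d (2 to 7 under the alternatives). SUS3, the SUS DEG with the highest mean FPKM, (Chr11.g13337) averaged 45.5 ± 1.63 FPKM at 0 d, 103 ± 53.0 at 20 d and 239 ± 101 at 50 d (mean ± SD, n = 3). Chr11.g13337 changed by log2 2.47 from 0 d to 50 d (standard error 0.48, adjusted p = 0.00177, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Of 20 tested hexokinase family genes, 5 were DEGs, all higher at 50 d than at 0 d (3 to 7 under the alternatives), with lower genes called too under DESeq2, an adjusted p below 0.05, only the 2 stages compared in the fit, limma-trend on log2(FPKM + 1), DESeq2 combined with a mean FPKM of at least 1 in both stages and the fit without 20 d B. By annotation, 3 of these genes are ATP-dependent 6-phosphofructokinases, among them the one with the highest mean FPKM. ATP-dependent 6-phosphofructokinase 3 (Chr8.g54628) averaged 2.49 ± 0.633 FPKM at 0 d, 3.01 ± 0.206 at 20 d and 24.5 ± 9.27 at 50 d (mean ± SD, n = 3). Chr8.g54628 changed by log2 3.34 from 0 d to 50 d (standard error 0.36, adjusted p = 5.8e-05, same test) without overlap of the replicates. Chr8.g54628 changed by log2 3.00 from 20 d to 50 d (standard error 0.36, adjusted p = 0.00145, same test) without overlap of the replicates. Across the 9 fits that each omit a library, the call of Chr8.g54628 from 0 d to 50 d was kept. Chr11.g13337 from 0 d to 50 d lost the call without 0 d A, B or C (edgeR adjusted p up to 0.0142) and Chr8.g54628 from 20 d to 50 d lost the call without 20 d C (edgeR adjusted p up to 0.0105). Chr8.g54628 from 20 d to 50 d was also not called with only the 2 stages compared in the fit.
Of 11 tested fructokinase genes, 4 were DEGs, all higher at 50 d than at 0 d (2 to 4 under the alternatives). Fructokinase 1 (Chr4.g38488) averaged 24.4 ± 2.49 FPKM at 0 d, 25.9 ± 2.38 at 20 d and 53.3 ± 4.84 at 50 d (mean ± SD, n = 3). Chr4.g38488 changed by log2 1.19 from 0 d to 50 d (standard error 0.26, adjusted p = 0.00335, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. The remaining FRK DEGs changed from 0 d to 50 d by log2 1.93 for Chr13.g24001, 3.77 for Contig9.g34847 and 2.30 for Chr9.g44551 (standard errors 0.34 to 0.41, adjusted p 2.4e-05 to 0.00126, same test), with the replicates of the 2 stages not overlapping. Of 5 tested glucose-6-phosphate isomerase genes, 2 were DEGs, both higher at 50 d than at 0 d (2 to 3 under the alternatives). The PGI DEG with the highest mean FPKM (Contig53.g59414) averaged 9.86 ± 2.90 FPKM at 0 d, 21.4 ± 2.72 at 20 d and 84.3 ± 34.2 at 50 d (mean ± SD, n = 3). Contig53.g59414 changed by log2 3.15 from 0 d to 50 d (standard error 0.37, adjusted p = 8.8e-05, same test) without overlap of the replicates. For the other PGI gene the log2 fold change from 0 d to 50 d was 3.26 for Chr8.g53896 (standard error 0.33, adjusted p = 3.8e-05, same test), with the replicates of the 2 stages not overlapping. With any 1 library removed, the calls of Contig9.g34847, Chr9.g44551, Contig53.g59414 and Chr8.g53896 were kept. Chr4.g38488 lost the call without 0 d A, B or C or 50 d A or B (edgeR adjusted p up to 0.017) and Chr13.g24001 lost the call without 0 d A (edgeR adjusted p up to 0.0109). Chr4.g38488 and Chr13.g24001 were also not called with glmTreat.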

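Of 11 tested AGPase genes, 9 were DEGs, all higher at 50 d than at 0 d (6 to 10 under the alternatives). The AGPase DEG with the highest mean FPKM (Chr17.g25827) averaged 7.88 ± 1.37 FPKM at 0 d, 12.1 ± 1.30 at 20 d and 35.9 ± 7.03 at 50 d (mean ± SD, n = 3). Chr17.g25827 changed by log2 2.24 from 0 d to 50 d (standard error 0.33, adjusted p = 3.4e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. AGPase1 (Chr10.g16643) averaged 4.08 ± 0.610 FPKM at 0 d, 7.36 ± 2.40 at 20 d and 10.5 ± 2.13 at 50 d (mean ± SD, n = 3). Chr10.g16643 changed by log2 1.42 from 0 d to 50 d (standard error 0.34, adjusted p = 0.00554, same test) without overlap of the replicates. Of 12 tested starch synthase genes, 5 were DEGs, all higher at 50 d than at 0 d (1 to 7 under the alternatives). SS4 (Chr13.g21155) averaged 9.01 ± 0.528 FPKM at 0 d, 19.8 ± 3.69 at 20 d and 25.9 ± 3.45 at 50 d (mean ± SD, n = 3). Chr13.g21155 changed by log2 1.58 from 0 d to 50 d (standard error 0.27, adjusted p = 8.6e-04, same test) without overlap of the replicates. Chr13.g21155 changed by log2 1.22 from 0 d to 20 d (standard error 0.27, adjusted p = 0.00733, same test) without overlap of the replicates. After dropping each of the 9 libraries in turn, the calls of Chr17.g25827 from 0 d to 50 d and Chr13.g21155 from 0 d to 50 d were kept. Chr10.g16643 from 0 d to 50 d lost the call without 0 d A, B or C, 20 d C or 50 d A or B (edgeR adjusted p up to 0.0323) and Chr13.g21155 from 0 d to 20 d lost the call without 0 d A, B or C, 20 d A, B or C or 50 d A, B or C (edgeR adjusted p up to 0.0416). Chr10.g16643 from 0 d to 50 d and Chr13.g21155 from 0 d to 50 d were also not called with glmTreat or the gene-length trend removed against all libraries. Chr13.g21155 from 0 d to 20 d was also not called with RLE factors, glmTreat, only the 2 stages compared in the fit or the gene-length trend removed against all libraries.
Of 4 tested granule-bound starch synthase genes, 3 were DEGs, 2 higher and 1 lower at 50 d than at 0 d (1 to 4 under the alternatives). The GBSS DEGs changed from 0 d to 50 d by log2 1.66 for Chr7.g32894, -1.68 for Chr1.g57713 and 5.93 for Chr6.g51886 (standard errors 0.33 to 0.79, adjusted p 1.8e-04 to 0.00903, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with the replicates of the 2 stages not overlapping. Of 5 tested starch branching enzyme genes, 4 were DEGs, all higher at 50 d than at 0 d (1 to 5 under the alternatives). The SBE DEG with the highest mean FPKM (Chr14.g47795) averaged 2.42 ± 0.381 FPKM at 0 d, 19.1 ± 11.0 at 20 d and 28.3 ± 12.5 at 50 d (mean ± SD, n = 3). Chr14.g47795 changed by log2 3.61 from 0 d to 50 d (standard error 0.54, adjusted p = 3.8e-04, same test) without overlap of the replicates. SBE1 (Chr8.g53561) averaged 2.37 ± 0.300 FPKM at 0 d, 8.46 ± 4.71 at 20 d and 11.8 ± 5.01 at 50 d (mean ± SD, n = 3). Chr8.g53561 changed by log2 2.38 from 0 d to 50 d (standard error 0.50, adjusted p = 0.00268, same test) without overlap of the replicates. For the scaffold copies the log2 fold changes from 0 d to 50 d were 3.13 for Scaffold13.g47481 and 3.68 for Scaffold13.g47488 (standard errors 0.65 to 0.75, adjusted p 9.8e-04 to 0.00601, same test), with the replicates of the 2 stages not overlapping. These scaffold genes carry the same annotation and can share reads. Where a single library was omitted, the calls of Chr1.g57713, Chr6.g51886 and Chr14.g47795 were kept. Chr7.g32894 lost the call without 0 d A, B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0494) and Chr8.g53561 lost the call without 0 d A, B or C or 50 d A (edgeR adjusted p up to 0.0208). Scaffold13.g47481 lost the call without 0 d B or C or 50 d A or B (edgeR adjusted p up to 0.0346) and Scaffold13.g47488 lost the call without 50 d A by the limit of 1 FPKM (edgeR adjusted p up to 0.0087). Chr7.g32894 was also not called with RLE factors, glmTreat, limma-trend on log2(FPKM + 1), limma-trend on log2(FPKM + 0.1) or the gene-length trend removed within stages. Chr1.g57713 and Chr8.g53561 were also not called with glmTreat. Chr6.g51886 was also not called with a mean FPKM of at least 1 in both stages. Scaffold13.g47481 was also not called with a mean FPKM of at least 1 in both stages, glmTreat or limma-trend on log2(FPKM + 1). Scaffold13.g47488 was also not called with a mean FPKM of at least 1 in both stages or limma-trend on log2(FPKM + 1).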

Meanwhile, the DEGs associated with starch synthesis, including ADP-glucose pyrophosphorylase (*AGPase*), starch synthase (*SS*), granule-bound starch synthase (*GBSS*), and starch branching enzyme (*SBE*), were still gradually increased during the three dormant times (Figure 5 and Table S5). AMY, β-amylase (BAM), glucan water dikinase (GWD), and isoamylase (ISA) are critical enzymes that catalyze starch degradation [19]. In this study, two *AMY* encoding genes, one *BAM* encoding gene, two *GWD* encoding genes, and one *ISA* encoding gene were identified with significant increasing trends and the fact that *Chr8.g54498* (an *AMY* encoding gene) is the most abundantly expressed (Table S5) was also established. 

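Of 7 tested alpha-amylase genes, 3 were DEGs, all higher at 50 d than at 0 d (0 to 6 under the alternatives), with lower genes called too under DESeq2, no low-count filter, an adjusted p below 0.05, the gene-length trend removed against all libraries, DESeq2 combined with a mean FPKM of at least 1 in both stages and the fits without 0 d A or 20 d B. AMY (Chr8.g54498) averaged 59.5 ± 18.1 FPKM at 0 d, 100.5 ± 27.9 at 20 d and 175 ± 89.8 at 50 d (mean ± SD, n = 3). Chr8.g54498 changed by log2 1.61 from 0 d to 50 d (standard error 0.40, adjusted p = 0.00726, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. For the AMY3 genes the log2 fold changes from 0 d to 50 d were 2.16 for Chr16.g30745 and 4.57 for Chr17.g25169 (standard errors 0.47 to 0.91, adjusted p 0.00207 to 0.00318, same test), with the replicates of the 2 stages not overlapping. Of 23 tested beta-amylase family genes, 5 were DEGs, 3 higher and 2 lower at 50 d than at 0 d (2 to 12 under the alternatives), and the lower genes were the more frequent under RLE factors (2 higher and 3 lower), DESeq2 (3 higher and 7 lower), limma-trend (3 higher and 4 lower) and both removals of the gene-length trend (3 higher and 6 lower, and 5 higher and 6 lower). The BAM DEG with the highest mean FPKM is annotated as an inactive beta-amylase 9. This gene (Chr16.g29822) averaged 158 ± 15.4 FPKM at 0 d, 51.0 ± 10.6 at 20 d and 41.2 ± 13.1 at 50 d (mean ± SD, n = 3). Chr16.g29822 changed by log2 -1.88 from 0 d to 50 d (standard error 0.32, adjusted p = 8.4e-04, same test) without overlap of the replicates. Refitting without each library, the call of Chr16.g29822 was kept. Chr8.g54498 lost the call without 0 d A, B or C, 20 d C or 50 d B or C (edgeR adjusted p up to 0.036) and Chr16.g30745 lost the call without 0 d A, B or C or 50 d A (edgeR adjusted p up to 0.0225). Chr17.g25169 lost the call without 0 d A or B (edgeR adjusted p up to 0.0166). Chr8.g54498 was also not called with RLE factors, glmTreat, limma-trend on log2(FPKM + 0.1) or the gene-length trend removed against all libraries. Chr16.g30745 and Chr16.g29822 were also not called with glmTreat. Chr17.g25169 was also not called with a mean FPKM of at least 1 in both stages.
Of 4 tested glucan water dikinase genes, 2 were DEGs, both higher at 50 d than at 0 d (0 to 3 under the alternatives), with lower genes called too under the gene-length trend removed against all libraries. Phosphoglucan, water dikinase (Chr4.g38319) averaged 15.6 ± 5.08 FPKM at 0 d, 46.4 ± 28.0 at 20 d and 74.6 ± 25.9 at 50 d (mean ± SD, n = 3). Chr4.g38319 changed by log2 2.33 from 0 d to 50 d (standard error 0.53, adjusted p = 0.00435, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. For the alpha-glucan water dikinase the log2 fold change from 0 d to 50 d was 3.70 for Chr13.g23661 (standard error 0.65, adjusted p = 9.7e-04, same test), with the replicates of the 2 stages not overlapping. Of 7 tested isoamylase genes, 2 were DEGs, both higher at 50 d than at 0 d (0 to 5 under the alternatives). The isoamylase 3 gene on a contig (Contig74.g59520) averaged 1.000 ± 0.0666 FPKM at 0 d, 4.94 ± 1.97 at 20 d and 2.60 ± 1.52 at 50 d (mean ± SD, n = 3). Contig74.g59520 changed by log2 2.38 from 0 d to 20 d (standard error 0.47, adjusted p = 0.00422, same test) without overlap of the replicates. For the isoamylase 3 gene on chromosome 8 the log2 fold change from 0 d to 50 d was 3.98 for Chr8.g55699 (standard error 0.70, adjusted p = 9.9e-04, same test), with the replicates of the 2 stages not overlapping. Of 5 tested alpha-glucan phosphorylase genes, 4 were DEGs, all higher at 50 d than at 0 d (1 to 5 under the alternatives). The phosphorylase DEGs changed from 0 d to 50 d by log2 6.20 for Chr9.g46816, 5.2 for Chr3.g20232, 1.55 for Chr11.g10445 and 6.62 for Chr17.g25148 (standard errors 0.41 to 0.88, adjusted p 1.8e-04 to 0.00928, same test), with the replicates of the 2 stages not overlapping. In the 9 fits with a library missing, the calls of Chr8.g55699 from 0 d to 50 d, Chr9.g46816 from 0 d to 50 d, Chr3.g20232 from 0 d to 50 d and Chr17.g25148 from 0 d to 50 d were kept. Chr4.g38319 from 0 d to 50 d lost the call without 0 d A, B or C or 50 d A or B (edgeR adjusted p up to 0.0331) and Chr13.g23661 from 0 d to 50 d lost the call without 0 d A (edgeR adjusted p up to 0.0107). Contig74.g59520 from 0 d to 20 d lost the call without 0 d A, B or C or 20 d A or C (edgeR adjusted p up to 0.0296) and Chr11.g10445 from 0 d to 50 d lost the call without 0 d A, B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0522). Chr4.g38319 from 0 d to 50 d was also not called with glmTreat. Contig74.g59520 from 0 d to 20 d was also not called with a mean FPKM of at least 1 in both stages or glmTreat. Chr8.g55699 from 0 d to 50 d, Chr9.g46816 from 0 d to 50 d, Chr3.g20232 from 0 d to 50 d and Chr17.g25148 from 0 d to 50 d were also not called with a mean FPKM of at least 1 in both stages. Chr11.g10445 from 0 d to 50 d was also not called with RLE factors, glmTreat, limma-trend on log2(FPKM + 1), limma-trend on log2(FPKM + 0.1) or the gene-length trend removed against all libraries.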

Meanwhile, the enzymes involved in interconversions between starch and sucrose, such as phosphoglucomutase (PGM), glucose-6-phosphate/phosphate translocator protein (GPT), and UDP-glucose pyrophosphorylase (UGPase), were identified with coding genes significantly up-regulated during seed dormancy release progression (Figure 5 and Table S5). 

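Of 5 tested phosphoglucomutase genes, 4 were DEGs, all higher at 50 d than at 0 d (3 to 4 under the alternatives). The cytoplasmic PGM gene with the highest mean FPKM (Chr13.g24371) averaged 11.5 ± 2.33 FPKM at 0 d, 26.5 ± 11.6 at 20 d and 37.7 ± 6.84 at 50 d (mean ± SD, n = 3). Chr13.g24371 changed by log2 1.78 from 0 d to 50 d (standard error 0.38, adjusted p = 0.00319, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. The remaining PGM DEGs changed from 0 d to 50 d by log2 2.33 for Chr16.g31272, 2.61 for Chr1.g56782 and 5.96 for Chr7.g31977 (standard errors 0.29 to 0.76, adjusted p 1.2e-04 to 4.6e-04, same test), with the replicates of the 2 stages not overlapping. Of 6 tested UDP-glucose pyrophosphorylase genes, 2 were DEGs, both higher at 50 d than at 0 d (0 to 4 under the alternatives), and none was called with the gene-length trend removed against all libraries. The UGPase gene with the highest mean FPKM (Chr9.g44421) averaged 30.2 ± 3.14 FPKM at 0 d, 56.9 ± 6.54 at 20 d and 75.5 ± 6.90 at 50 d (mean ± SD, n = 3). Chr9.g44421 changed by log2 1.38 from 0 d to 50 d (standard error 0.26, adjusted p = 0.00155, same test) without overlap of the replicates. For the other UGPase gene the log2 fold change from 0 d to 50 d was 1.73 for Chr7.g34104 (standard error 0.27, adjusted p = 5.0e-04, same test), with the replicates of the 2 stages not overlapping. None of the 3 tested GPT genes was a DEG by edgeR, while 1 had an unadjusted p below 0.05 in some comparison, and DESeq2 called 1 and limma-trend 0. With edgeR 1 GPT gene was called lower under RLE factors and 1 without 20 d replicate B. Leaving out 1 library at a time, the calls of Chr16.g31272, Chr1.g56782, Chr7.g31977, Chr9.g44421 and Chr7.g34104 were kept. Chr13.g24371 lost the call without 0 d A, B or C or 50 d A or B (edgeR adjusted p up to 0.026). Chr13.g24371 was also not called with glmTreat. Chr7.g31977 was also not called with a mean FPKM of at least 1 in both stages. Chr9.g44421 and Chr7.g34104 were also not called with glmTreat or the gene-length trend removed against all libraries.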

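Of 6 tested sucrose-phosphate synthase genes, 2 were DEGs, both higher at 50 d than at 0 d (0 to 4 under the alternatives). SPS2 (Chr4.g38194) averaged 4.68 ± 1.43 FPKM at 0 d, 33.4 ± 24.1 at 20 d and 28.6 ± 12.3 at 50 d (mean ± SD, n = 3). Chr4.g38194 changed by log2 2.90 from 0 d to 20 d (standard error 0.68, adjusted p = 0.00922, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) with overlapping replicates. Chr4.g38194 changed by log2 2.68 from 0 d to 50 d (standard error 0.67, adjusted p = 0.00765, same test) without overlap of the replicates. For SPS4 the log2 fold change from 0 d to 50 d was 5.02 for Chr10.g17334 (standard error 0.97, adjusted p = 0.00173, same test), with the replicates of the 2 stages not overlapping. Of 18 tested phosphofructokinase genes, 7 were DEGs, all higher at 50 d than at 0 d (5 to 9 under the alternatives), with lower genes called too under DESeq2, an adjusted p below 0.05, only the 2 stages compared in the fit, limma-trend on log2(FPKM + 1), DESeq2 combined with a mean FPKM of at least 1 in both stages and the fit without 20 d B. The PFK DEG with the highest mean FPKM (Chr6.g53487) averaged 26.2 ± 2.28 FPKM at 0 d, 68.9 ± 32.2 at 20 d and 100.0 ± 32.6 at 50 d (mean ± SD, n = 3). Chr6.g53487 changed by log2 2.00 from 0 d to 50 d (standard error 0.42, adjusted p = 0.00274, same test) without overlap of the replicates. Of 7 tested sucrose transporter genes, 1 was a DEG, higher at 50 d than at 0 d (0 to 1 under the alternatives). SUC4 (Chr8.g55897) averaged 14.2 ± 4.41 FPKM at 0 d, 60.4 ± 14.8 at 20 d and 42.4 ± 11.4 at 50 d (mean ± SD, n = 3). Chr8.g55897 changed by log2 2.16 from 0 d to 20 d (standard error 0.36, adjusted p = 0.00182, same test) without overlap of the replicates. Of 11 tested sorbitol dehydrogenase genes, 5 were DEGs, 3 higher and 2 lower at 50 d than at 0 d (3 to 6 under the alternatives). The SDH DEG with the highest mean FPKM (Chr1.g56753) averaged 55.4 ± 17.9 FPKM at 0 d, 22.2 ± 6.53 at 20 d and 16.8 ± 3.4 at 50 d (mean ± SD, n = 3). Chr1.g56753 changed by log2 -1.66 from 0 d to 50 d (standard error 0.35, adjusted p = 0.00259, same test) without overlap of the replicates. Chr4.g38194 from 0 d to 50 d lost the call without 0 d A, B or C or 50 d A or B (edgeR adjusted p up to 0.0507) and Chr4.g38194 from 0 d to 20 d lost the call without 0 d A, B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0623). Chr10.g17334 from 0 d to 50 d lost the call without 0 d B or C (edgeR adjusted p up to 0.0149) and Chr6.g53487 from 0 d to 50 d lost the call without 0 d A, B or C or 50 d B (edgeR adjusted p up to 0.0214). Chr8.g55897 from 0 d to 20 d lost the call without 0 d A or B (edgeR adjusted p up to 0.0145) and Chr1.g56753 from 0 d to 50 d lost the call without 0 d C or 50 d A or B (edgeR adjusted p up to 0.0151). Chr4.g38194 from 0 d to 50 d was also not called with glmTreat, limma-trend on log2(FPKM + 1) or limma-trend on log2(FPKM + 0.1). Chr4.g38194 from 0 d to 20 d was also not called with RLE factors, glmTreat, limma-trend on log2(FPKM + 1) or limma-trend on log2(FPKM + 0.1). Chr10.g17334 from 0 d to 50 d was also not called with a mean FPKM of at least 1 in both stages. Chr6.g53487 from 0 d to 50 d, Chr8.g55897 from 0 d to 20 d and Chr1.g56753 from 0 d to 50 d were also not called with glmTreat.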

There were still some key genes in starch and sucrose metabolism that were differentially expressed, including one sucrose phosphate synthase (*SPS*) gene, four phosphofructokinase (*PFK*) genes, two sucrose transport protein (*SUT*) genes, and three sorbitol dehydrogenase (*SDH*) genes. 

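Of the 76 DEGs in the starch and sucrose families, 70 were higher and 6 lower at 50 d than at 0 d. By group, the higher ones were 23 of 26 in sucrose metabolism, 20 of 21 in starch synthesis, 14 of 16 in starch degradation and 16 of 16 in interconversion, where genes that fit several families count in each.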

Most of the DEGs were up-regulated during the three dormant times (Figure 5 and Table S5).

### 2.6. DEGs Involved in Lipid Synthesis and Catabolism during Seed Dormancy Release Progression

Several genes involved in lipid synthesis and metabolism were significantly differentially expressed during seed cold stratification (Figure 6 and Table S6). 

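In the lipid families, 38 of 97 tested genes were DEGs by edgeR's quasi-likelihood test, 32 higher and 6 lower at 50 d than at 0 d. Adjusted over the list alone, 45 were called, which is not independent evidence since the paper reports DEGs of these families from the same samples. The number moved most under glmTreat against a log2 fold change of 1, to 23, and reached 59 with an adjusted p below 0.05. With a library left out it ran from 25 (without 0 d replicate A) to 50 (without 20 d replicate B).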

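Of 16 tested glycerol-3-phosphate acyltransferase family genes, 7 were DEGs, 4 higher and 3 lower at 50 d than at 0 d (4 to 9 under the alternatives), with 3 higher and 3 lower under RLE factors, 4 higher and 4 lower under DESeq2 and 3 higher and 4 lower with the gene-length trend removed against all libraries. The family includes 1-acyl-sn-glycerol-3-phosphate acyltransferases by its annotation. The GPAT DEG with the highest mean FPKM, such a gene, (Chr15.g03558) averaged 52.1 ± 14.0 FPKM at 0 d, 20.2 ± 2.88 at 20 d and 18.7 ± 2.49 at 50 d (mean ± SD, n = 3). Chr15.g03558 changed by log2 -1.41 from 0 d to 50 d (standard error 0.29, adjusted p = 0.00251, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Of 18 tested phosphatidic acid phosphatase genes, 4 were DEGs, 1 higher and 3 lower at 50 d than at 0 d (1 to 10 under the alternatives), with 3 higher and 3 lower when the gene-length trend was removed within stages. The PAP DEGs changed from 0 d to 50 d by log2 -1.41 for Chr4.g39564, -1.49 for Chr17.g27435, -1.69 for Chr12.g37521 and 4.70 for Chr16.g31144 (standard errors 0.28 to 0.74, adjusted p 4.9e-04 to 0.00956, same test), with the replicates of the 2 stages not overlapping. Of 4 tested PDAT genes, 2 were DEGs, both higher at 50 d than at 0 d (2 to 3 under the alternatives). The PDAT1 gene on chromosome 2 (Chr2.g41786) averaged 2.51 ± 1.41 FPKM at 0 d, 14.9 ± 3.97 at 20 d and 17.5 ± 5.34 at 50 d (mean ± SD, n = 3). Chr2.g41786 changed by log2 2.86 from 0 d to 50 d (standard error 0.46, adjusted p = 5.6e-04, same test) without overlap of the replicates. For the PDAT1 gene on chromosome 15 the log2 fold change from 0 d to 50 d was 2.07 for Chr15.g02965 (standard error 0.37, adjusted p = 0.00103, same test), with the replicates of the 2 stages not overlapping. In fits without 1 of the 9 libraries, the calls of Chr16.g31144, Chr2.g41786 and Chr15.g02965 were kept. Chr15.g03558 and Chr17.g27435 lost their calls without 50 d A or B (edgeR adjusted p up to 0.0154) and Chr4.g39564 lost the call without 0 d A or C or 50 d A or B (edgeR adjusted p up to 0.0283). Chr12.g37521 lost the call without 0 d A, B or C, 20 d C or 50 d A or B (edgeR adjusted p up to 0.0463). Chr15.g03558, Chr4.g39564 and Chr17.g27435 were also not called with glmTreat. Chr12.g37521 was also not called with glmTreat, the gene-length trend removed against all libraries or the gene-length trend removed within stages. Chr16.g31144 was also not called with a mean FPKM of at least 1 in both stages.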

The expression levels of three glycerol-3-phosphate acyltransferase (*GPAT*) genes, one phosphatidic acid phosphatase (*PAP*) gene, and three phospholipid:diacylglycerol acyltransferase (*PDAT*) genes involved in triacylglycerol (TAG) synthesis were up-regulated during seed cold stratification (Figure 6 and Table S6). Regarding lipid catabolism pathways, the DEGs encoding TAG lipase involved in oil breakdown, long-chain acyl-CoA synthase (*LACS*), acyl-CoA oxidase (*ACX*), multifunctional protein (*MFP*) and 3-ketoacyl-CoA thiolase (*KAT*) involved in β-oxidation, malate synthase (*MLS*), glyoxysomal malate dehydrogenase (*MDH*), and citrate synthase (*CSY*) and isocitrate lyase (*ICL*) involved in glyoxylate cycle were identified with a significant increasing trend (2- to 53-fold) during seed dormancy release progression, as was the fact that *Chr6.g51605* (the *MLS* encoding gene) is the most abundantly expressed (Table S6).

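Of 16 tested TAG lipase genes, 5 were DEGs, all higher at 50 d than at 0 d (5 to 9 under the alternatives), with lower genes called too under DESeq2, no low-count filter, an adjusted p below 0.05, only the 2 stages compared in the fit, the gene-length trend removed against all libraries, the gene-length trend removed within stages, DESeq2 combined with a mean FPKM of at least 1 in both stages and the fits without 20 d B or 50 d C. Triacylglycerol lipase 2 (Chr9.g47331) averaged 12.7 ± 1.21 FPKM at 0 d, 78.8 ± 28.5 at 20 d and 106 ± 7.01 at 50 d (mean ± SD, n = 3). Chr9.g47331 changed by log2 3.13 from 0 d to 50 d (standard error 0.33, adjusted p = 4.6e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Of 10 tested LACS genes, 6 were DEGs, all higher at 50 d than at 0 d (3 to 7 under the alternatives). LACS4 (Chr6.g52081) averaged 19.3 ± 1.85 FPKM at 0 d, 70.6 ± 36.7 at 20 d and 77.9 ± 17.3 at 50 d (mean ± SD, n = 3). Chr6.g52081 changed by log2 2.08 from 0 d to 50 d (standard error 0.43, adjusted p = 0.0024, same test) without overlap of the replicates. Of 7 tested acyl-CoA oxidase genes, 2 were DEGs, both higher at 50 d than at 0 d (1 to 3 under the alternatives). The ACX DEG with the highest mean FPKM (Scaffold2.g05454) averaged 27.8 ± 7.05 FPKM at 0 d, 134 ± 24.4 at 20 d and 209 ± 30.0 at 50 d (mean ± SD, n = 3). The ACX DEGs changed from 0 d to 50 d by log2 2.97 for Scaffold2.g05454 and 1.49 for Chr17.g27244 (standard errors 0.29 to 0.33, adjusted p 6.5e-05 to 0.00188, same test), with the replicates of the 2 stages not overlapping. When single libraries were left out, the calls of Chr9.g47331 and Scaffold2.g05454 were kept. Chr6.g52081 lost the call without 0 d A, B or C (edgeR adjusted p up to 0.0191) and Chr17.g27244 lost the call without 0 d A or C or 50 d B (edgeR adjusted p up to 0.0135). Chr6.g52081 was also not called with glmTreat. Chr17.g27244 was also not called with glmTreat or the gene-length trend removed against all libraries.
Of 4 tested multifunctional protein genes, 3 were DEGs, all higher at 50 d than at 0 d (2 to 3 under the alternatives). The MFP DEG with the highest mean FPKM (Chr13.g22956) averaged 85.5 ± 18.4 FPKM at 0 d, 275 ± 159 at 20 d and 375 ± 97.1 at 50 d (mean ± SD, n = 3). The MFP DEGs changed from 0 d to 50 d by log2 2.19 for Chr13.g22956, 2.71 for Chr15.g03218 and 3.80 for Chr16.g29906 (standard errors 0.38 to 0.49, adjusted p 9.9e-05 to 0.00393, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), with the replicates of the 2 stages not overlapping. Of 5 tested 3-ketoacyl-CoA thiolase genes, 3 were DEGs, all higher at 50 d than at 0 d (0 to 5 under the alternatives). The KAT gene on chromosome 4 (Chr4.g38118) averaged 335 ± 71.6 FPKM at 0 d, 894 ± 264 at 20 d and 1193 ± 221 at 50 d (mean ± SD, n = 3). Chr4.g38118 changed by log2 1.90 from 0 d to 50 d (standard error 0.37, adjusted p = 0.00166, same test) without overlap of the replicates. For the KAT genes on chromosome 10 the log2 fold changes from 0 d to 50 d were 1.72 for Chr10.g15338 and 3.73 for Chr10.g15335 (standard errors 0.43 to 0.77, adjusted p 0.00245 to 0.00743, same test), with the replicates of the 2 stages not overlapping. These chromosome 10 genes lie near each other and can share reads. On leaving out each library in turn, the calls of Chr15.g03218 and Chr16.g29906 were kept. Chr13.g22956 lost the call without 0 d A, B or C or 50 d A or B (edgeR adjusted p up to 0.029) and Chr4.g38118 lost the call without 0 d A or C (edgeR adjusted p up to 0.011). Chr10.g15338 lost the call without 0 d A, B or C, 20 d C or 50 d A or C (edgeR adjusted p up to 0.0389) and Chr10.g15335 lost the call without 0 d A, B or C or 50 d A (edgeR adjusted p up to 0.0162). Chr13.g22956 and Chr4.g38118 were also not called with glmTreat. Chr10.g15338 was also not called with glmTreat or limma-trend on log2(FPKM + 0.1). Chr10.g15335 was also not called with a mean FPKM of at least 1 in both stages.
Of 8 tested malate synthase family genes, 2 were DEGs, both higher at 50 d than at 0 d (1 to 4 under the alternatives). MLS (Chr6.g51605) averaged 397 ± 111 FPKM at 0 d, 2269 ± 1258 at 20 d and 3211 ± 945 at 50 d (mean ± SD, n = 3). Chr6.g51605 changed by log2 3.08 from 0 d to 50 d (standard error 0.53, adjusted p = 8.8e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. The second DEG, Chr5.g07616, is annotated as 2-isopropylmalate synthase A and rose from no counts at 0 d by at least 114-fold. Of 2 tested isocitrate lyase genes, 2 were DEGs, both higher at 50 d than at 0 d (2 under each alternative). The ICL gene with the highest mean FPKM (Chr9.g46455) averaged 56.1 ± 25.8 FPKM at 0 d, 1068 ± 525 at 20 d and 1645 ± 719 at 50 d (mean ± SD, n = 3). The ICL genes changed from 0 d to 50 d by log2 4.94 for Chr9.g46455 and 5.81 for Chr17.g25548 (standard errors 0.48 to 0.61, adjusted p 1.7e-05 to 1.2e-04, same test), with the replicates of the 2 stages not overlapping. The only DEGs of the glyoxysomal malate dehydrogenase and citrate synthase families changed from 0 d to 50 d by log2 1.54 for Chr2.g42984 and 1.65 for Chr2.g44065 (standard errors 0.31 to 0.34, adjusted p 0.0021 to 0.00238, same test), with the replicates of the 2 stages not overlapping. Across the 9 fits that each omit a library, the calls of Chr6.g51605, Chr5.g07616, Chr9.g46455 and Chr17.g25548 were kept. Chr2.g42984 lost the call without 0 d B (edgeR adjusted p up to 0.0124) and Chr2.g44065 lost the call without 0 d A or C (edgeR adjusted p up to 0.0198). Chr5.g07616 was also not called with a mean FPKM of at least 1 in both stages. Chr2.g42984 and Chr2.g44065 were also not called with glmTreat.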

### 2.7. TFs Were Differentially Expressed in Callery Pear Seed during Dormancy Release Progression

Given the crucial role of TFs in regulating seed dormancy and germination, we analyzed the TF gene families that were differentially expressed at different dormant times and prepared a list (Table S7). 

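Transcription factors were analysed in the ERF, bHLH, bZIP, NAC, WRKY and MYB families, where 266 of 593 tested genes were DEGs by edgeR's quasi-likelihood test. Adjusted over the list alone, 282 were called, and as these families were chosen on the same samples this is not independent evidence. The number moved most under glmTreat against a log2 fold change of 1, to 162, and rose to 333 with an adjusted p below 0.05. With a library left out it ran from 174 (without 0 d replicate C) to 319 (without 20 d replicate B). Other transcription factor families were not analysed here.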

A total of 448 TFs distributed across 40 TF families were differentially expressed during seed dormancy release progression (Figure 7A and Table S7). The TF families with the most identified DEGs were ERFs (51 genes, 11.4%), bHLHs (40 genes, 9.0%), bZIPs (38 genes, 8.5%), NACs (30 genes, 6.7%), WRKYs (27 genes, 6.0%), and MYBs (22 genes, 4.9%) (Figure 7A). Among them, most of the DEGs belonging to ERF (40 members), NAC (24 members), and WRKY (23 members) families exhibited a downward trend during the cold stratification of callery pear seeds. 

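Among tested genes, 68 of 157 bHLH genes, 66 of 121 ERF genes, 39 of 85 bZIP genes, 37 of 85 NAC genes, 29 of 68 MYB genes and 28 of 78 WRKY genes were DEGs. Over all genes of these families, DESeq2 called 75 bHLH, 79 ERF, 51 bZIP, 43 NAC, 35 MYB and 38 WRKY genes. The ERF family was the largest with DESeq2.

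**Figure D3:**
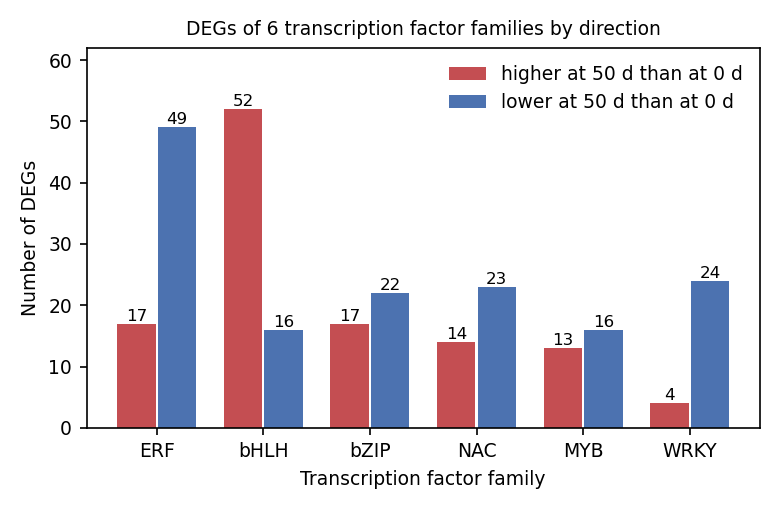
Number of genes called higher and lower at 50 d in 6 transcription factor families.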

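Lower at 50 d than at 0 d were 49 of 66 ERF DEGs, 23 of 37 NAC DEGs and 24 of 28 WRKY DEGs. The surplus of lower genes was present under each scaling, tool and length alternative in these 3 families. ATAF2, the NAC DEG with the highest mean FPKM, (Chr15.g03693) averaged 322 ± 58.6 FPKM at 0 d, 100.4 ± 37.5 at 20 d and 172 ± 43.1 at 50 d (mean ± SD, n = 3). Chr15.g03693 changed by log2 -1.59 from 0 d to 20 d (standard error 0.35, adjusted p = 0.00652, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. WRKY7, the WRKY DEG with the highest mean FPKM, (Chr2.g42660) averaged 131 ± 41.1 FPKM at 0 d, 38.9 ± 13.8 at 20 d and 18.1 ± 4.02 at 50 d (mean ± SD, n = 3). Chr2.g42660 changed by log2 -2.79 from 0 d to 50 d (standard error 0.37, adjusted p = 1.7e-04, same test) without overlap of the replicates. With any 1 library removed, the call of Chr2.g42660 from 0 d to 50 d was kept. Chr15.g03693 from 0 d to 20 d lost the call without 0 d A, B or C, 20 d A or C or 50 d B (edgeR adjusted p up to 0.0376). Chr15.g03693 from 0 d to 20 d was also not called with glmTreat or only the 2 stages compared in the fit.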

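Higher at 50 d than at 0 d were 17 ERF, 14 NAC and 4 WRKY genes among the DEGs called by edgeR. DESeq2 called 19, 15 and 7 higher. With a mean FPKM of at least 1 required in both stages the higher DEGs numbered 10, 6 and 1.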

The remaining *ERF* genes (11 members), *NAC* genes (6 members), and *WRKY* genes (4 members) exhibited the opposite expression pattern (Figure 7B). Simultaneously, the expression levels of 22 *bHLH* genes, 15 *bZIP* genes, and 10 *MYB* genes were significantly up-regulated from day 0 to day 50 (Figure 7B). 

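In the bHLH family 52 DEGs were higher and 16 lower at 50 d than at 0 d. In the bZIP family 17 were higher and 22 lower, and in the MYB family 13 were higher and 16 lower, and these orders held under each scaling, tool and length alternative. With a mean FPKM of at least 1 in both stages the higher DEGs numbered 23, 12 and 1. UNE12, the bHLH DEG with the highest mean FPKM, (Chr5.g07028) averaged 78.2 ± 12.5 FPKM at 0 d, 58.0 ± 14.6 at 20 d and 32.5 ± 7.65 at 50 d (mean ± SD, n = 3). Chr5.g07028 changed by log2 -1.21 from 0 d to 50 d (standard error 0.30, adjusted p = 0.00731, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. bZIP60, the bZIP DEG with the highest mean FPKM, (Chr6.g53489) averaged 856 ± 121 FPKM at 0 d, 167 ± 78.4 at 20 d and 36.9 ± 14.9 at 50 d (mean ± SD, n = 3). Chr6.g53489 changed by log2 -4.48 from 0 d to 50 d (standard error 0.46, adjusted p = 4.2e-05, same test) without overlap of the replicates. Myb-related protein 330, the MYB DEG with the highest mean FPKM, (Chr15.g00325) averaged 88.8 ± 33.0 FPKM at 0 d, 30.0 ± 5.66 at 20 d and 23.8 ± 8.03 at 50 d (mean ± SD, n = 3). Chr15.g00325 changed by log2 -1.84 from 0 d to 50 d (standard error 0.35, adjusted p = 0.0016, same test) without overlap of the replicates. After dropping each of the 9 libraries in turn, the call of Chr6.g53489 was kept. Chr5.g07028 lost the call without 0 d A, B or C, 20 d A or C or 50 d A or B (edgeR adjusted p up to 0.0428) and Chr15.g00325 lost the call without 50 d B (edgeR adjusted p up to 0.0116). Chr5.g07028 and Chr15.g00325 were also not called with glmTreat.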

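ABI5 (Chr12.g37807) averaged 9.03 ± 3.71 FPKM at 0 d, 56.1 ± 42.1 at 20 d and 41.7 ± 13.2 at 50 d (mean ± SD, n = 3). Chr12.g37807 changed by log2 2.70 from 0 d to 20 d (standard error 0.71, adjusted p = 0.0154, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) with overlapping replicates. Chr12.g37807 changed by log2 2.27 from 0 d to 50 d (standard error 0.70, adjusted p = 0.0203, same test) without overlap of the replicates. Neither change was called by edgeR, but DESeq2 called both, and edgeR called both without 20 d replicate B. Under limma-trend the small change from 20 d to 50 d was a rise.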

Among the differentially expressed TFs, we also identified the homologs of *DOG1* (*DELAY OF GERMINATION 1*), *ABI4* (an ERF gene), and *ABI5* (a bZIP gene), which play a vital role in versatile pathways regarding seed dormancy and germination, as well as the homolog of *ICE1*, a master regulator that modulates plant cold response [15,25] (Table S7). From these results, it was speculated that various differentially expressed TFs act as potential regulators of biological processes responsible for the dormancy release progression of callery pear seeds.

### 2.8. Validation of RNA-Seq by qRT-PCR Analysis

To confirm the reliability of the DEGs obtained by RNA-seq, a total of 12 genes, including 8 structural genes (*CYP707A2*, *PP2C50*, *GA2ox1*, *JAZ8*, *ACS1*, *AGPase1*, *SBE1*, and *MLS*) and 4 TFs (*AGL24*, *ABI4*, *RAV2*, and *NAC42*), were selected for qRT-PCR analysis. 

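The RNA-seq side of this comparison is given here for the genes of the study's primer table, and the qRT-PCR values were not used here. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, CYP707A2, PP2C50, JAZ8 and ABI4 were not called in any comparison, and the remaining 8 genes were called from 0 d to 50 d. The qRT-PCR figure shows other genes in place of MLS and ABI4, namely Chr3.g20697 (labelled ENR1) and Chr12.g37807 (labelled ABI5), and it labels NAC42 as NAC30 under the same identifier. AGL24 (Chr15.g00612) averaged 260.1 ± 68.7 FPKM at 0 d, 114 ± 47.2 at 20 d and 62.4 ± 15.2 at 50 d (mean ± SD, n = 3). Chr15.g00612 changed by log2 -2.0 from 0 d to 50 d (standard error 0.38, adjusted p = 0.00156, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. RAV2 (Chr17.g25338) averaged 0.371 ± 0.406 FPKM at 0 d, 3.22 ± 0.972 at 20 d and 68.0 ± 15.4 at 50 d (mean ± SD, n = 3). Chr17.g25338 changed by log2 7.55 from 0 d to 50 d (standard error 0.63, adjusted p = 1.7e-05, same test) without overlap of the replicates. Chr17.g25338 changed by log2 3.17 from 0 d to 20 d (standard error 0.58, adjusted p = 0.00288, same test) without overlap of the replicates. Chr17.g25338 changed by log2 4.38 from 20 d to 50 d (standard error 0.52, adjusted p = 0.00145, same test) without overlap of the replicates. NAC42 (Chr17.g26000) averaged 55.4 ± 6.57 FPKM at 0 d, 10.8 ± 5.37 at 20 d and 2.92 ± 1.58 at 50 d (mean ± SD, n = 3). Chr17.g26000 changed by log2 -4.18 from 0 d to 50 d (standard error 0.51, adjusted p = 1.1e-04, same test) without overlap of the replicates. Chr17.g26000 changed by log2 -2.27 from 0 d to 20 d (standard error 0.46, adjusted p = 0.00485, same test) without overlap of the replicates. In the 9 fits with a library missing, the calls of Chr17.g25338 from 0 d to 50 d, Chr17.g25338 from 20 d to 50 d and Chr17.g26000 from 0 d to 50 d were kept. Chr15.g00612 from 0 d to 50 d lost the call without 50 d B (edgeR adjusted p up to 0.011) and Chr17.g25338 from 0 d to 20 d lost the call without 0 d A or B or 20 d C (edgeR adjusted p up to 0.0187). Chr17.g26000 from 0 d to 20 d lost the call without 0 d A, B or C or 20 d A or C (edgeR adjusted p up to 0.0238). Chr15.g00612 from 0 d to 50 d and Chr17.g26000 from 0 d to 20 d were also not called with glmTreat. Chr17.g25338 from 0 d to 50 d was also not called with a mean FPKM of at least 1 in both stages. Chr17.g25338 from 0 d to 20 d was also not called with a mean FPKM of at least 1 in both stages or glmTreat. Chr17.g25338 from 20 d to 50 d was also not called with only the 2 stages compared in the fit.

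**Figure D4:**
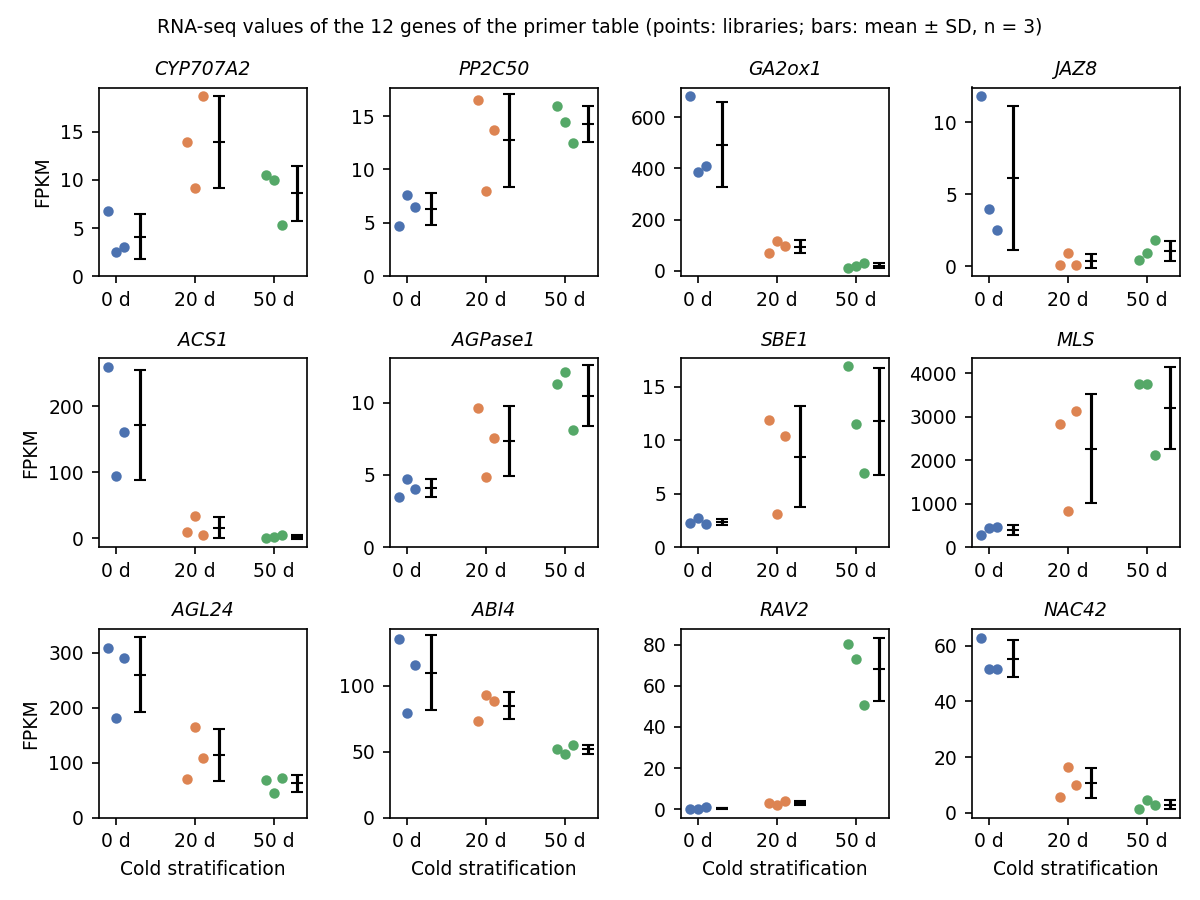
FPKM of each replicate of the 12 genes of the primer table at 0, 20 and 50 d.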

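JAZ8 (Chr10.g14501) averaged 6.10 ± 4.99 FPKM at 0 d, 0.362 ± 0.484 at 20 d and 1.04 ± 0.704 at 50 d (mean ± SD, n = 3). Chr10.g14501 changed by log2 -3.98 from 0 d to 20 d (standard error 0.95, adjusted p = 0.0102, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr10.g14501 changed by log2 -2.50 from 0 d to 50 d (standard error 0.85, adjusted p = 0.0327, same test) without overlap of the replicates. Its adjusted p from 0 d to 20 d lay just above the limit of 0.01 in edgeR. DESeq2 called both changes, as did edgeR without 20 d replicate B.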

As shown in Figure 8, most of the selected genes displayed high correlations between qRT-PCR and transcriptomic data sets. Thus, the expression profiles of DEGs obtained from RNA-seq data should be efficient and believable.

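One gene carries the label ENR1 in the study's qRT-PCR figure, where the primer table lists MLS. ENR1 (Chr3.g20697) averaged 1.05 ± 0.487 FPKM at 0 d, 21.1 ± 3.31 at 20 d and 20.2 ± 1.35 at 50 d (mean ± SD, n = 3). Chr3.g20697 changed by log2 4.33 from 0 d to 50 d (standard error 0.39, adjusted p = 2.3e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr3.g20697 changed by log2 4.41 from 0 d to 20 d (standard error 0.39, adjusted p = 9.7e-05, same test) without overlap of the replicates. The change from 20 d to 50 d was log2 -0.08 (standard error 0.33) and turned into a rise without 20 d replicate A or without 50 d replicate C. Leaving out 1 library at a time, the calls of Chr3.g20697 from 0 d to 50 d and Chr3.g20697 from 0 d to 20 d were kept.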

## 3. Discussion

Seed dormancy is an innate seed property that ensures the distribution of germination in time and space [26]. Pear seed dormancy is characterized as both physiological and physical dormancy. Cold stratification (low temperature and moisture conditions) has been widely applied to break seed dormancy and promote subsequent germination, with the optimum stratification period varying among seeds of different pear rootstock species, ranging from 30 to 70 days [2,4,27]. Callery pear is an important rootstock species of pear native to China, with intermediate chilling requirement to break seed dormancy, but the factors that release callery pear seed dormancy are hardly known at the molecular level. To draw a complete dormancy release cycle during callery pear seed cold stratification, we conducted a transcriptomic study at three critical developmental times and provided insight into the molecular mechanism of seed dormancy release in callery pear.

### 3.1. Metabolism and Regulation of Plant Hormones in Callery Pear Seed Dormancy Release Progression

The importance of hormone homeostasis in controlling seed dormancy and release has been extensively reviewed in the last decades [11,28]. ABA and GA are the major hormones that antagonistically regulate the seed dormancy status. In the present investigation, the ABA level significantly declined from day 0 to day 20 and the GA3 (an important active gibberellin) concentration steadily increased during seed cold stratification (Figure 1B,C). In addition, the absolute ABA content was much higher than the absolute GA3 content and the ABA/GA3 ratio showed a similar trend to ABA content (Figure 1B–E). These findings are consistent with those in the seeds of red bayberry [29], celery [30], and ginkgo [31]. Simultaneously, the expression patterns of several ABA and GA biosynthesis and deactivation genes, including *SDRs*, *CYP707A*s, *KO*, *KAO*, and *GA20oxs*, exhibited high correlations with the changes in ABA and GA3 levels (Figure 4A). Among these DEGs, *CYP707A*s encode ABA 8′-hydroxylase, a predominant enzyme catalyzing the hydrolyzation of ABA into phaseic acid and/or dihydrophaseic acid. Previous researchers have identified four members in the *Arabidopsis thaliana CYP707A* gene family (*CYP707A1* to *CP707A4*) that play pivotal roles in controlling the level of ABA [32]. In this study, three *CYP707A* members with increasing expression levels during seed cold stratification were homologous to *AtCYP707A1* and *AtCYP707A2* and were indispensable in controlling seed dormancy and germination, leading to the speculation that *PcaCYP707A*s may play important roles in regulating the seed dormancy release progression of callery pear (Figure 4A) [33,34]. In addition to ABA and GA biogenesis, their perception by receptors signaling transduction and regulation also affects seed dormancy release [35,36]. PP2C proteins are negative regulators of the ABA signaling pathway [37]. Until now, several of the group A PP2C proteins in Arabidopsis, including *ABI1*, *ABI2*, *HAB1*, *HAB2*, *AHG1*, *AHG3*, and *HONSU*, have been reported to be involved in seed dormancy regulation, where the over-expression or loss of function of the corresponding genes significantly altered seed dormancy [38,39,40,41]. *Chr8.g54174*, a homolog of *AtHAB1*, was expressed with an increasing trend during seed cold stratification, as confirmed by RNA-Seq and qRT-PCR, and might contribute to callery pear seed dormancy release (Figure 8 and Table S4). 

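This PP2C50 gene (Chr8.g54174) averaged 6.31 ± 1.46 FPKM at 0 d, 12.7 ± 4.33 at 20 d and 14.3 ± 1.72 at 50 d (mean ± SD, n = 3). Chr8.g54174 changed by log2 1.24 from 0 d to 50 d (standard error 0.34, adjusted p = 0.0111, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr8.g54174 changed by log2 1.09 from 0 d to 20 d (standard error 0.33, adjusted p = 0.0307, same test) without overlap of the replicates. It met the fold change limit but not the adjusted p limit of 0.01 in edgeR. DESeq2 called it (DESeq2 adjusted p = 0.00385 from 0 d to 50 d), and edgeR did so without 20 d replicate B.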

The functions of the other differentiated PP2C proteins await further clarification (Figure 4B and Table S4). GA acts through the GID1-DELLA-SCFSLY1/GID2 signaling cascade [42,43]. 

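Of 6 tested DELLA genes, 2 were DEGs, both higher at 50 d than at 0 d (1 to 4 under the alternatives). DELLA protein GAI (Chr17.g27556) averaged 10.7 ± 0.794 FPKM at 0 d, 51.5 ± 17.5 at 20 d and 29.2 ± 12.3 at 50 d (mean ± SD, n = 3). Chr17.g27556 changed by log2 2.35 from 0 d to 20 d (standard error 0.39, adjusted p = 0.00171, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr17.g27556 changed by log2 1.52 from 0 d to 50 d (standard error 0.38, adjusted p = 0.00714, same test) without overlap of the replicates. DELLA protein GAI1 (Chr2.g41461) averaged 1.73 ± 0.553 FPKM at 0 d, 13.1 ± 5.85 at 20 d and 18.5 ± 5.61 at 50 d (mean ± SD, n = 3). Chr2.g41461 changed by log2 3.00 from 0 d to 20 d (standard error 0.45, adjusted p = 0.0011, same test) without overlap of the replicates. Chr2.g41461 changed by log2 3.49 from 0 d to 50 d (standard error 0.46, adjusted p = 1.7e-04, same test) without overlap of the replicates. DESeq2 called 4 of the tested DELLA genes, and so did edgeR without 20 d replicate B or without 50 d replicate C. In fits without 1 of the 9 libraries, the call of Chr2.g41461 from 0 d to 50 d was kept. Chr17.g27556 from 0 d to 20 d lost the call without 0 d A, B or C (edgeR adjusted p up to 0.016) and Chr17.g27556 from 0 d to 50 d lost the call without 0 d A, B or C, 20 d C or 50 d A or B (edgeR adjusted p up to 0.04). Chr2.g41461 from 0 d to 20 d lost the call without 0 d A (edgeR adjusted p up to 0.0115). Chr17.g27556 from 0 d to 20 d was also not called with glmTreat. Chr17.g27556 from 0 d to 50 d was also not called with glmTreat or limma-trend on log2(FPKM + 1).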

The present study identified four differentially expressed DELLA proteins exhibiting high expression levels upon 20–50 days of cold stratification of callery pear seeds (Figure 4B). Studies have shown that the major effect of GA is the degradation of the DELLA protein, and DELLA protein is a key negative regulator of the GA signaling pathway [44]. *GAI* (*GA-INSENSITIVE*), *RGA* (*REPRESSOR-OF-GA*), and *RGL* (*REPRESSOR-OF-GA LIKE*) belong to the DELLA protein subfamily. It has been reported that *Arabidopsis RGL2* negatively regulates seed germination and a mutant of *rgl2* promotes seed germination [45,46]. Lv et al. [47] also reported that *PmRGL2* plays a negative role in dormancy release by regulating the GA biosynthetic enzymes in the *Japanese apricot* leaf bud. These studies above provide evidence of the potential roles of the DEGs associated with ABA and GA in the seed dormancy release of callery pear.

IAA is an essential phytohormone in regulating seed dormancy and germination. Several observations have implied that IAA participates in cross talk with ABA and thereby promotes seed dormancy but inhibits seed germination and pre-harvest sprouting [48,49,50]. In terms of seed dormancy release, the IAA level was detected with an increasing trend during seed imbibition and after ripening in *Arabidopsis*, pea, and wheat [51,52,53]. Consistent with previous studies, pear seed IAA levels and the corresponding IAA biosynthetic genes were significantly induced during seed cold stratification (Figure 1C and Figure 4), which indicates that auxin may play a role in regulating the seed dormancy release of callery pear.

Other plant hormones, such as CTK, ETH, BR, and JA, were also implicated in regulating seed dormancy, primarily by mediating the ABA/GA balance [35,54]. CTK, ETH, and BR positively regulate seed dormancy release in dicot species, and they function by modulating ABA synthesis, catabolism, and signaling transduction [8,55,56]. Analysis of our transcriptomic data identified 28 DEGs annotated as CTK, ETH and BR metabolic and signaling genes, but they exhibited distinct expression patterns during seed cold stratification (Figure 4). 

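Together the CTK, ETH and BR families held 26 DEGs by edgeR's quasi-likelihood test, 15 higher and 11 lower at 50 d than at 0 d. By hormone, 2 were in CTK synthesis, 8 in CTK signaling, 7 in ETH synthesis and 5 in ETH signaling. The BR families held 1 DEG in synthesis and 3 in signaling.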

Their functions in seed dormancy release need further investigation. 

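The LOX, OPR, OPCL, JAR and JAZ families held 16 DEGs by edgeR's quasi-likelihood test, 7 higher and 9 lower at 50 d than at 0 d. All 6 JAZ DEGs were lower at 50 d, 4 of them called from 0 d to 50 d, while 7 of 10 DEGs in JA synthesis were higher.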

As for JA, 18 differentially expressed JA synthesis, catabolism, and signaling genes were obtained from transcriptomic data and most of the DEGs exhibited down-regulated expression patterns during seed cold stratification, indicating that JA might negatively regulate the seed dormancy release of callery pear (Figure 4). The results are consistent with those of *Arabidopsis* and wheat seeds during imbibition and dormancy breaking progress [51,53].

### 3.2. Metabolism and Regulation of Storage Reserves in Callery Pear Seed Dormancy Release Progression

The transition from seed dormancy to germination has been associated with the degradation and mobilization of storage reserves (starch, oils, and proteins), which are essential energy sources and contribute to the generation of dormancy release and subsequent seed germination [17,57,58]. During seed dormancy release and germination, starch, oils, and proteins are degraded and converted into soluble sugars, fatty acids, and amino acids, respectively. The starch-soluble sugar metabolic switch was also observed in the present investigation. Starch, the main carbohydrate reserve in pear seeds, was significantly decreased during seed cold stratification; and soluble sugars (including fructose and glucose) showed an opposite dynamic pattern (Figure 2). In the meantime, large numbers of the enzyme genes related to starch degradation and sucrose metabolism pathways, including *AMY*, *BAM*, *GWD*, *ISA*, *PGM*, *GPT*, *UGPase*, *INV*, *Invlnh*, *SUS*, *HXK*, *FRK* and *PGI*, were significantly up-regulated during this process, in accord with the alteration in starch and soluble sugars (Figure 5). The genes involved in starch synthesis (*AGPase*, *SS*, *GBSS*, and *SBE*), as well as hexogenesis, (*PGM*, *GPT*, *UGPase*, *PGI*, *SPS*, and *PFK*), were also increased with the dormancy release process (Figure 5). In addition, oil (triacylglycerol or TAG) is still the main store of carbon and accounts for approximately 20% of a pear seed’s weight [59]. Use of storage oils commences locally during dormancy release and germination [17,60,61]. TAG is firstly broken down to free fatty acids (FAs) and glycerol. FAs are then fed to the β-oxidation and glyoxylate pathways, which can supply malate, succinate, and acetyl CoA to the TCA cycle [62]. Here, the transcriptomic data showed that several genes involved in TAG synthesis, β-oxidation, and glyoxylate cycle are significantly enriched with an increasing trend upon seeds’ cold stratification, indicating the need for more energy supply during seed dormancy release (Figure 6). Moreover, carbohydrate substrates synergetic with hormones are orchestrated to finely regulate the dormancy and/or germination of seeds. DELLA proteins could be one of the main convergent actors of the hormonal and carbohydrate-dependent molecular networks. Loss of function of DELLA proteins has been found to accelerate seed starch and FA breakdown by up-regulating *AMY* and *SFAR* genes, respectively, and promote seed dormancy release and germination [63,64]. In rice, exogenous glucose alleviated ABA degradation by inhibiting ABA catabolism genes *OsABA8ox2* and *OsABA8ox3* and then prolonged seed dormancy release progression [65].

### 3.3. Transcription Factors Play a Pivotal Role in Callery Pear Seed Dormancy Release Progression

We also identified a plethora of TF genes that are differentially expressed in the dormancy release process (e.g., *ERF*, *bHLH*, *bZIP*, *NAC*, *WRKY*, and *MYB* genes) (Figure 7). Our observations are consistent with those of previous studies, determining that cold stratification induces various physiology changes by activating many TFs, including *ERF*, *MYB*, *bHLH*, *NAC, WRKY*, and *MADS* genes [1,35,66]. For example, the expression levels of 40 differentially expressed *ERF* genes were down-regulated during seed cold stratification (Figure 7B). 

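ERF008, the ERF DEG with the highest mean FPKM, (Chr15.g04220) averaged 3027 ± 922 FPKM at 0 d, 409 ± 237 at 20 d and 170.0 ± 137 at 50 d (mean ± SD, n = 3). Chr15.g04220 changed by log2 -2.80 from 0 d to 20 d (standard error 0.59, adjusted p = 0.00554, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr15.g04220 changed by log2 -4.10 from 0 d to 50 d (standard error 0.62, adjusted p = 3.9e-04, same test) without overlap of the replicates. By comparison, 40 ERF genes were DEGs from 0 d to 20 d, 1 from 20 d to 50 d and 61 from 0 d to 50 d. Where a single library was omitted, the call of Chr15.g04220 from 0 d to 50 d was kept. Chr15.g04220 from 0 d to 20 d lost the call without 0 d A, B or C or 20 d A or C (edgeR adjusted p up to 0.0282). Chr15.g04220 from 0 d to 20 d was also not called with glmTreat.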

Previous studies have concluded that ERF TFs play vital roles in the plant chilling response and the transition from seed/bud dormancy to germination [35,67]. Cold-inducible *CBFs* increase plant chilling/freezing tolerance and are involved in the bud dormancy release of several perennials, including pear and peach [68,69]. The ERF TF genes *ABI4*, *DDF1*, and *EBE* play pivotal roles in seed dormancy and germination regulation [35]. Among them, *ABI4* plays multifaceted roles in hormone- and metabolite-related pathways, including ABA, GA, ETH, TAG, and soluble sugars and their cross talks [70]. Here, a homologous of *ABI4* (*Chr1.g57127*) was identified with down-regulated expression profiles during seed cold stratification, indicating its potential role in regulating the seed dormancy release of callery pear (Figure 8). Additionally, activator- and repressor-type *bHLH*, *bZIP*, *NAC*, *WRKY*, and *MYB* genes affect the seed chilling response and the seed dormancy status [35,71]. 

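The ABI4 gene of the primer table (Chr1.g57127) averaged 110.1 ± 28.5 FPKM at 0 d, 85.0 ± 10.5 at 20 d and 51.9 ± 3.47 at 50 d (mean ± SD, n = 3). Chr1.g57127 changed by log2 -1.02 from 0 d to 50 d (standard error 0.28, adjusted p = 0.0129, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. The qRT-PCR figure shows Chr12.g37807 (labelled ABI5) in its place. Chr1.g57127 was not called by edgeR at an adjusted p of at most 0.01. DESeq2 called it from 0 d to 50 d (DESeq2 adjusted p = 0.00105), and edgeR did so without 20 d replicate B. Its change from 0 d to 20 d was log2 -0.29 (standard error 0.28).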

*ICE1*, a *bHLH* TF with a master role in modulating the plant cold response, physically interacts with a bZIP-type TF *ABI5* to fine-turn ABA signaling and suppress seed germination [72]. SA and ABA promote *HvWRKY38* expression and consequently suppress the GA-inducible α-amylase further during the seed dormancy process [73]. *DOG1*, a putative DNA-binding transcription factor and a key regulator of seed dormancy, physically interacts with two PP2C proteins (AHG1 and 3) to functionally block their essential roles in the release of seed dormancy [74,75]. The expression profile of *Chr15.g03683* (a homolog of *DOG1*) was rapidly increased from day 0 to day 20 of cold stratification and then decreased from day 20 to day 50 of cold stratification, and no obvious correlation was found between *DOG1* transcript levels and the potential of germination. 

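This gene, annotated as DOG1-like 2, (Chr15.g03683) averaged 11.6 ± 3.51 FPKM at 0 d, 62.5 ± 16.8 at 20 d and 35.7 ± 10.5 at 50 d (mean ± SD, n = 3). Chr15.g03683 changed by log2 2.51 from 0 d to 20 d (standard error 0.36, adjusted p = 8.2e-04, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) without overlap of the replicates. Chr15.g03683 changed by log2 -0.83 from 20 d to 50 d (standard error 0.34, adjusted p = 0.198, same test) without overlap of the replicates. Chr15.g03683 changed by log2 1.68 from 0 d to 50 d (standard error 0.35, adjusted p = 0.00249, same test) without overlap of the replicates. Refitting without each library, the call of Chr15.g03683 from 0 d to 20 d was kept. Chr15.g03683 from 0 d to 50 d lost the call without 0 d B or C (edgeR adjusted p up to 0.0169). Chr15.g03683 from 0 d to 50 d was also not called with glmTreat.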

The key regulators of pear seed dormancy release remain to be elucidated. According to our data, numerous TFs belonging to different families have diverse expression profiles in response to moisture chilling and might have regulatory functions in seed dormancy regulation (Figure 7).

## 4. Materials and Methods

### 4.1. Plant Materials and Treatments

Callery pear is an ornamental species of pear tree native to China and has been widely used as rootstock for grafting edible cultivars. Fruits of callery pear were harvested at the ripening stage from the garden of the College of Horticultural and Plant Protection, Yangzhou University. The seeds were separated from the fruits, washed to remove the pulp, and dried in the shade in ambient temperature. After 24 h of water uptake (imbibition), approximately 90 seeds per replicate (three replicates) of imbibed pear seeds were placed on petri dishes with wet filter paper and then held in cold storage (4 °C) for 50 days. The filter paper was moistened with water every 2–3 days. Seed samples were harvested at 0, 10, 20, 30, 40, and 50 days after cold stratification and divided into two bulks: 45 seeds were collected randomly to conduct a germination test, the other 45 seeds were immediately frozen in liquid nitrogen and stored at −80 °C for physiological determination and RNA sequencing.

To estimate the seed dormancy level, a germination experiment was performed with seeds sampled at discrete periods of cold stratification. Forty-five seeds per replicate were placed on petri dishes with moistened paper and cultured at 25 °C under 16 h of daylight (80 μmol m^−2^ s^−1^) and 70% relative humidity in a growth chamber. The germination percentages were determined after 10 days of culturation. The seeds were considered to have germinated when the radicle length was 5 mm.

### 4.2. Measurements of Hormone and Sugar Contents

According to the seed germination trial, seeds with 0, 20, and 50 days of stratification were used for sugar and hormone extraction and determination. Endogenous hormones, including ABA, GA3, and IAA, were extracted according to Wang et al. [76]. Hormonal quantification was carried out using high-performance liquid chromatography–electrospray ionization–mass spectrometry (HPLC-ESI-MS, Agilent 1200 UHPLC/6460 QQQ, Santa Clara, CA, USA). High-performance liquid chromatography was performed with an Agilent Zorbax XDB C18 column (150 mm × 2.1 mm × 3.5 μm). The mobile phases and gradient were as follows: mobile phase A, 0.1% (*v*/*v*) formic acid; mobile phase B, methanol. The flow rate was set to 0.3 mL/min. The gradient program was as follows: 60% A and 40% B for 1.5 min; 100% B for 6.5 min; and then 60% A and 40% B for 5 min. The content of ABA, GA3m and IAA was determined using the external standard method and is expressed as ng/g FW. The starch content was measured by the dinitrosalicylic acid (DNS) method described by Jeong et al. [77]; and soluble sugars, including sucrose, glucose, and fructose, were measured as described by Miao et al. [78].

### 4.3. RNA Extraction and Transcriptome Sequencing

For 9 seed samples, total RNAs were extracted by the ethyl ammonium bromide (CTAB) method as described by Zhang et al. [79]. RNA (1 μg) was used to generate an RNA-seq library with NEB Next^®^ UltraTM RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). After quality assessment, the libraries were sequenced on the Illumina Novaseq platform by Novagene (Beijing, China). The sequencing data (raw reads) of fastq format were firstly processed, and clean reads were filtered using FastQC to remove adapter, poly-N, and low-quality reads. The resulting clean data were mapped to the *P. betuleafolia* genome (https://ngdc.cncb.ac.cn/gwh/Assembly/647/show, accessed on 20 September 2020) with the Hisat2 program and then normalized into fragments per kilobase of the transcript sequence per millions (FPKM) values.

### 4.4. Differential Expression Analysis

The differences in expression between three stages were analyzed by DESeq with adjusted *p*-values < 0.05 corrected by Benjamini and Hochberg. Differentially expressed genes (DEGs) were defined according to the criteria: mean FPKM value for three biological replicates ≥1, absolute value of the log2 (fold change) ≥1, and a correlated *p*-value ≤ 0.01.

For all DEGs, we performed k-means clustering to show the expression patterns of genes with the same or similar expression behavior and divided the DEGs into eight clusters. In each cluster, the DEGs were annotated with the Kyoto Encyclopedia of Genes and Genomes (KEGG) database for functional enrichment analysis. Pathways with correlated *p*-values ≤ 0.01 were considered statistically significant.

### 4.5. Quantitative Real-Time PCR (qRT-PCR) Validation

To validate the accuracy of transcriptome profiling, the expressions of 12 DEGs related to phytohormone, sugar, and lipid pathways were evaluated by qRT-PCR, RNA extraction, first-strand cDNA synthesis, and qRT-PCR as per a previously described method [79]. After checking the quality and specificity of gene-specific primers, qRT-PCR reactions were carried out using the Bio-Rad CFX96 instrument (Bio-Rad, Hercules, CA, USA). Relative gene expression analysis was examined using the 2-ΔCt method with three biological replicates. The qRT-PCR primers are listed in Table S1.

### 4.6. Statistical Analysis

The significance of hormone and sugar results was calculated according to Duncan’s test at *p* < 0.05 and indicated by different lowercase letters (a, b, c). Bar graphs were constructed using GraphPad Prism 7.0 scientific software (San Diego, CA, USA).

## 5. Conclusions

By combining the physiological and transcriptomic analyses, we constructed the regulatory network of seed dormancy release in callery pear. During the three crucial times of cold stratification, significant alterations in hormone contents and carbohydrate metabolism were observed and reflected the dormancy release process of pear seeds. Our comparative transcriptome studies uncover dozens of genes related to plant hormones and sugars that are significantly consistent with physiological changes. Genes related to ABA, GA, and IAA are identified as the main targets for the maintenance and release of pear seed dormancy. The mobilization of stored starch into soluble sugars is activated during the cold stratification of pear seeds. The genes related to carbohydrate metabolism as well as lipid metabolism are activated, providing essential energy sources and contributing to seed dormancy release. Furthermore, a plethora of TF genes exhibit dynamic expression patterns during the cold stratification of callery pear seeds and are thought to be crucial in seed dormancy release regulation. Consequently, the findings obtained in this study enrich the information on dormancy release regulation in pear seeds.

## Figures and Tables

**Figure 1:**
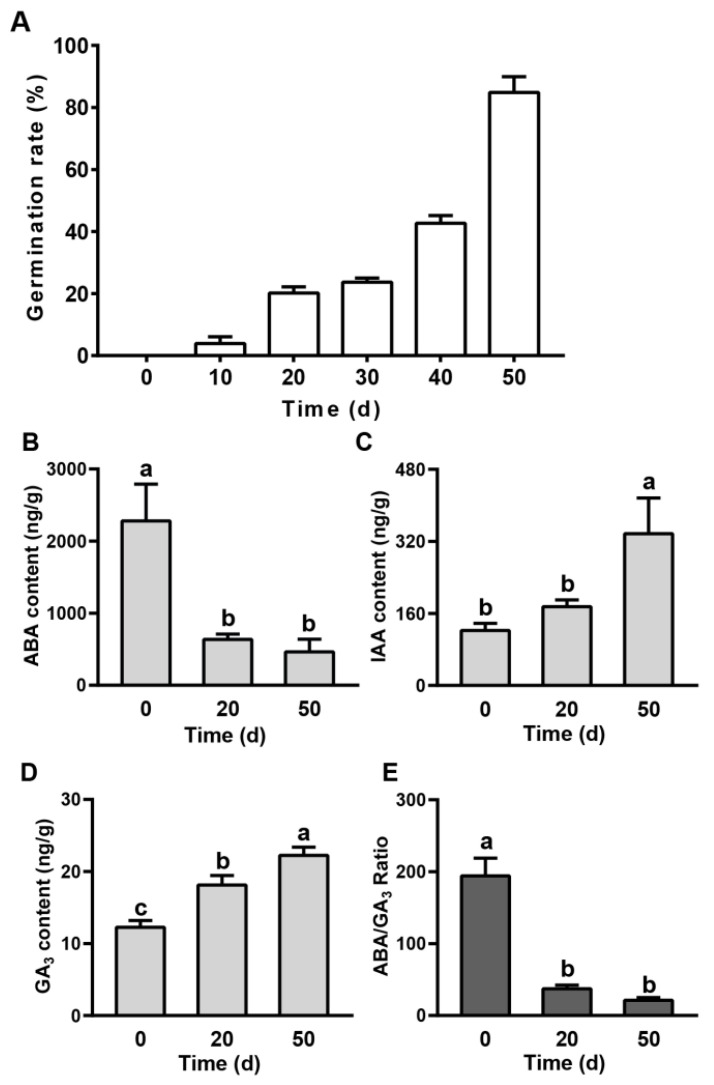
Characterization and measurement of phytohormones across the dormancy release stages of callery pear seeds. (**A**) Seed germination rate measured after discrete periods of cold stratification. Every 10 days after cold stratification, 90 seeds were placed in three petri dishes filled with wet filter paper and cultured in the growth incubator at a constant temperature of 25 °C and the germination rate was tested on day 10. (**B**) ABA, (**C**) GA3, (**D**) IAA, and (**E**) ABA/GA3 changes in seeds with different dormancy release statuses. Values are presented as the mean ± the standard error (SE) with three biological replicates. The different letters above the bars indicate the least significant differences between values with a confidence level of 95%.

**Figure 2:**
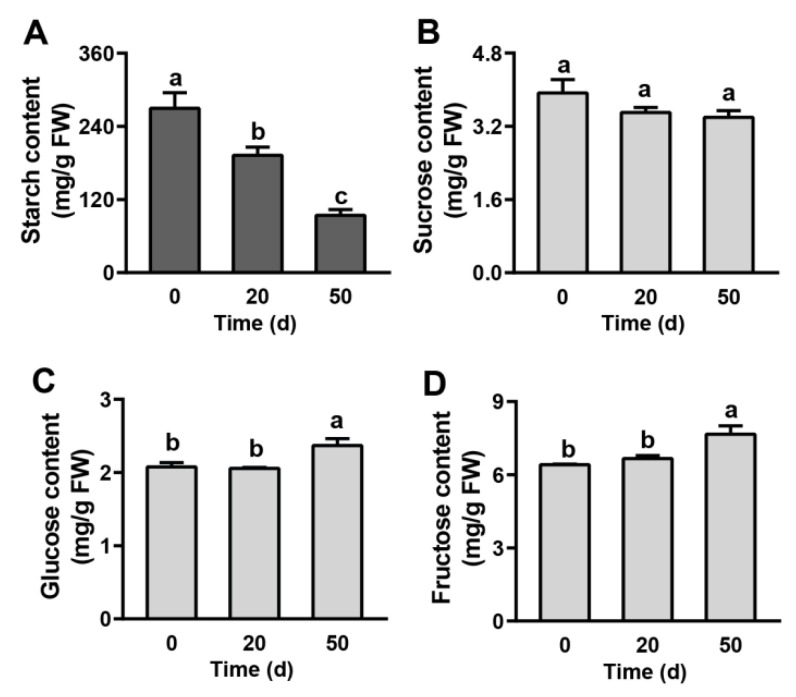
Measurement of carbohydrate contents across the dormancy release stages of callery pear seeds. (**A**) starch, (**B**) sucrose, (**C**) glucose, and (**D**) fructose. Values are presented as means ± SE with three biological replicates. The different letters above the bars indicate the least significant differences between values with a confidence level of 95%.

**Figure 3:**
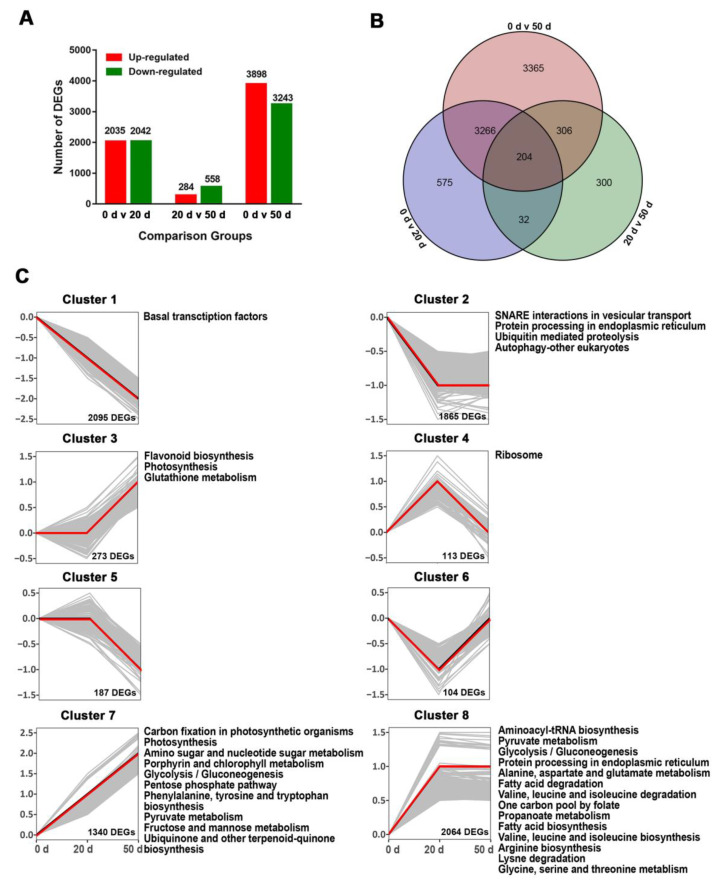
Identification and expression analysis of the differentially expressed genes (DEGs) involved in the dormancy release regulation of callery pear seeds. (**A**) Comparison of the number of DEGs among the three comparison groups and the number of up- and down-regulated DEGs in the individual comparison groups. (**B**) Venn diagram of DEGs among the three comparison groups. (**C**) Cluster diagrams of differentially expressed genes (DEGs) based on pairwise comparisons. *k*-means clustering of 8048 DEGs was performed based on Pearson correlation of gene expression profiles. The red line in each panel represents the mean pattern of expression of the DEGs for each cluster. The DEGs in each cluster were examined with KEGG enrichment analysis based on the criterion of a correlated *p*-value ≤ 0.01.

**Figure 4:**
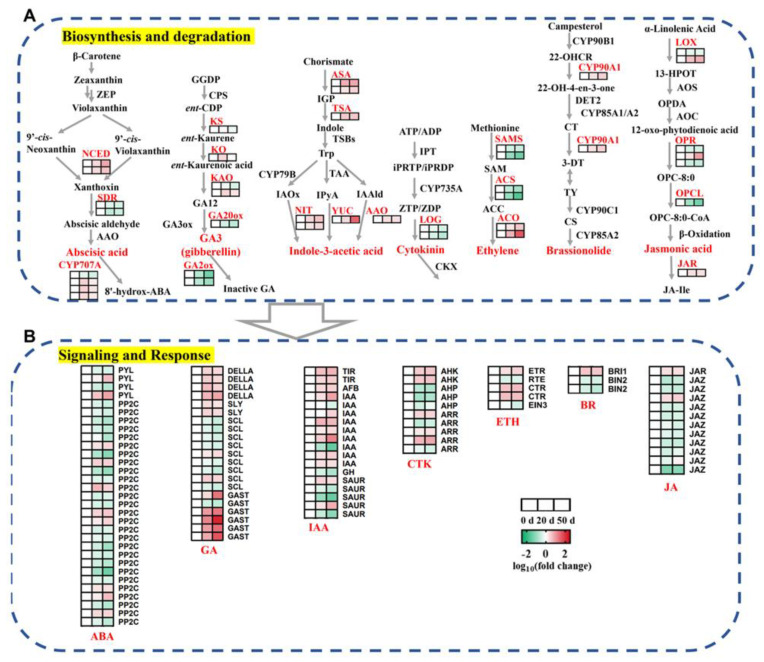
Regulatory model of DEGs involved in pathways related to plant hormone biosynthesis, degradation, signaling, and response (including ABA, GA, IAA, CTK, ETH, BR, and JA) in callery pear seeds during seed dormancy release regulation. (**A**) Expression heatmaps of the DEGs involved in plant hormone biosynthesis and degradation. (**B**) Expression heatmaps of the DEGs involved in plant hormone signaling and response. Gradient colors represent log_10_ (fold change) in gene expression at different times (0, 20, and 50 days of cold stratification of pear seeds); red represents high expression, whereas green represents low expression.

**Figure 5:**
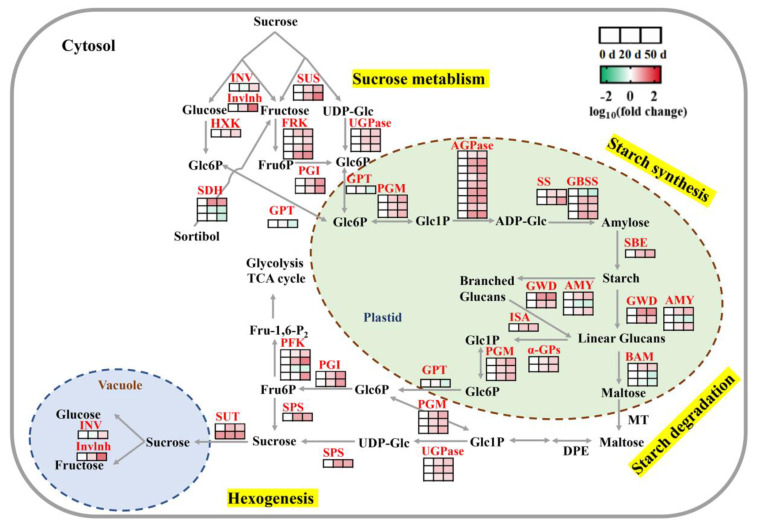
Regulatory model of DEGs involved in starch and sucrose metabolism pathways in callery pear seeds during dormancy release regulation. Expression heatmaps of the DEGs involved in sucrose metabolism, starch synthesis, starch degradation, and hexogenesis in the seeds are shown. Gradient colors represent log_10_ (fold change) in gene expression at different times (0, 20, and 50 days of cold stratification of pear seeds); red represents high expression, whereas green represents low expression.

**Figure 6:**
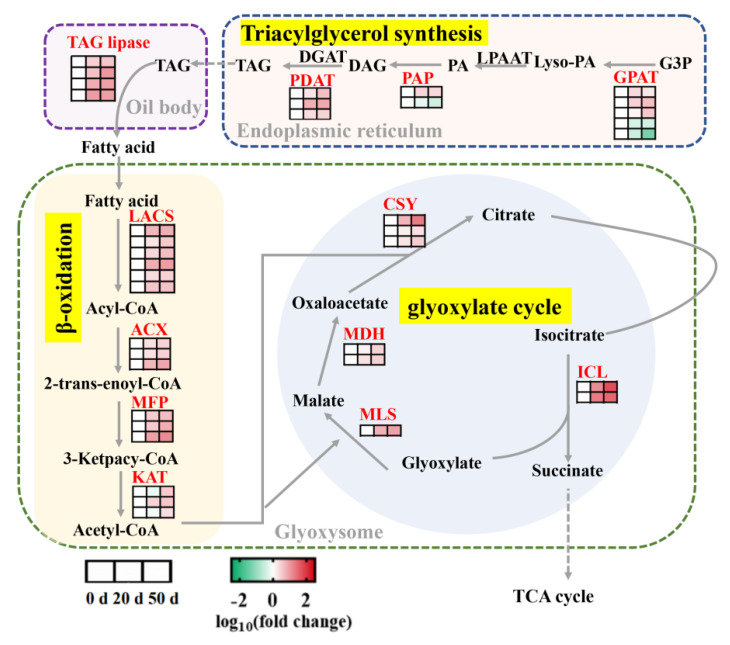
Regulatory model of DEGs involved in lipid synthesis and catabolism pathways in callery pear seeds during dormancy release regulation. Gradient colors represent log_10_ (fold change) in gene expression at different times (0, 20, and 50 days of cold stratification of pear seeds). Red represents high expression, whereas green represents low expression.

**Figure 7:**
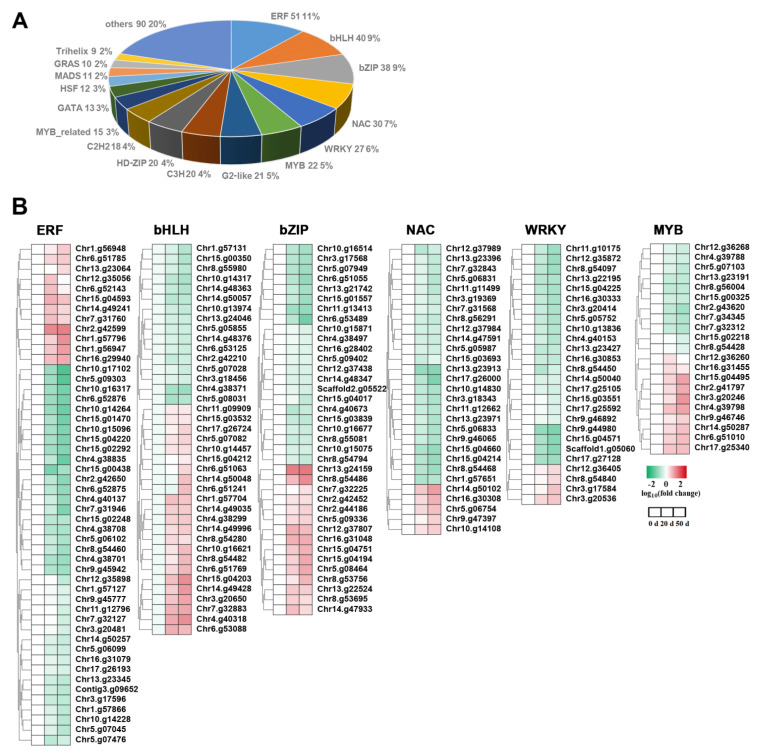
Transcription factors were differentially expressed in callery pear seeds during dormancy release regulation. (**A**) The number of differentially expressed transcription factors in different families. (**B**) Expression heatmaps of the DEGs encoding transcription factors. Gradient colors represent log_10_ (fold change) in gene expression at different times (0, 20, and 50 days of cold stratification of pear seeds). Red represents high expression, whereas blue represents low expression.

**Figure 8:**
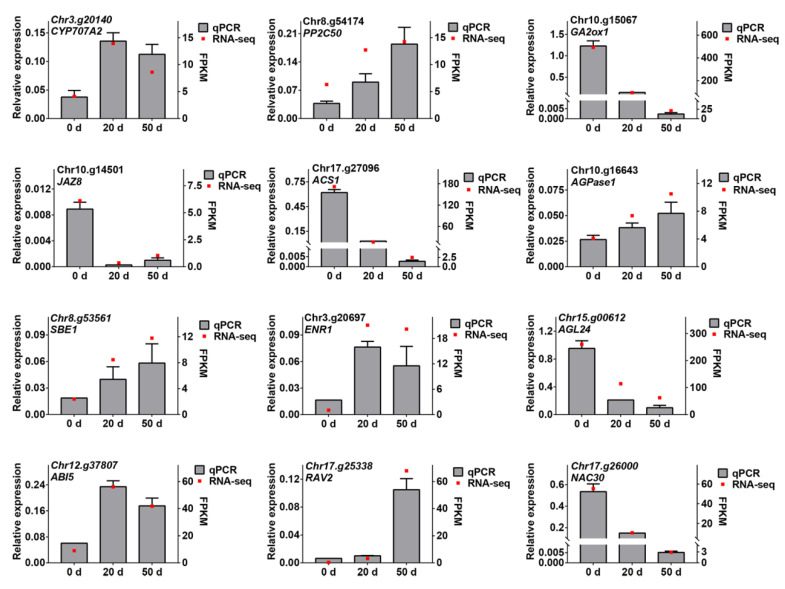
Quantitative qRT-PCR validation of DEGs. Twelve genes were selected for the quantitative qRT-PCR experiments. The relative expression levels of qRT-PCR were calculated using actin as a standard: *CYP707A2* (ABA 8′-hydroxylase), *PP2C50* (protein phosphatase 2C), *GA2ox1* (gibberellin 2 oxidase), *JAZ8* (jasmonate ZIM domain-containing protein), *ACS1* (1-aminocyclopropane-1-carboxylate synthase), *AGPase1* (ADP-glucose pyrophosphorylase), *SBE1* (starch branching enzyme), *MLS* (malate synthase), *AGL24*, *ABI4*, *RAV2*, and *NAC42*.

## Data Availability

The RNA-seq datasets generated during the current study have been deposited in the Gene Expression Omnibus (GEO) database with the project ID GSE192866, and other data supporting the results are included in this published article and its Supplementary Information files.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms23042186/s1.

How the deposited data were processed for this re-analysis (not part of the article)

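Gene-level read counts and FPKM for the 9 libraries were used as they stand in the authors' deposited table, which also holds log2 fold changes and adjusted p-values of the authors' own comparisons. The counts are whole numbers per gene and library, as deposited, and were the input to every count model. The FPKM values are the authors' own and served for the expression limit, for group means and for the limma-trend fits. The authors' log2 fold changes and p-values were used only where the authors' deposited table is named. Per the paper, RNA was extracted with CTAB, libraries were made with the NEB Next Ultra kit from 1 µg of RNA and sequenced on an Illumina Novaseq, clean reads were filtered with FastQC named as the tool, and reads were aligned with Hisat2 to the wild pear genome assembly that the paper links. The authors compared the stages with DESeq and Benjamini-Hochberg correction. The counting tool and the versions of the tools are not given in the sources used here. The sizes behind the authors' FPKM equal their counts scaled by DESeq2 size factors in each library.
The libraries of 0, 20 and 50 d were assigned to stages from the sample descriptions alone, with 3 replicates each, and 3 comparisons were made, 0 d with 20 d, 20 d with 50 d and 0 d with 50 d. The total of counts was 13893019 to 16228340 per library. Before the data were examined, the comparisons, the thresholds, the alternatives and the rule for naming genes were fixed, with 962 genes of the study's list of DEGs already seen. The counts were fitted with edgeR 4.0.16 (TMM, filterByExpr by stage, quasi-likelihood test) in R 4.3.3, with the stage as the only factor and all 9 libraries in each fit. Alternatives used DESeq2 1.42.0 and limma 3.58.1, and summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.
The alternatives fixed at the start were DESeq2, RLE factors, no low-count filter, no FPKM filter, a mean FPKM of at least 1 in both stages, an adjusted p below 0.05, glmTreat against a log2 fold change of 1, a fit of only the 2 stages compared, the replicate letter as a block, each of the 9 libraries left out, and limma-trend on log2(FPKM + 1) and on log2(FPKM + 0.1). Added after seeing the data were the removal of each library's trend with gene length, against all libraries or within stages (loess, span 0.5), and DESeq2 with a mean FPKM of at least 1 in both stages. Family tests used fry, with camera and estimated correlation as the alternative. Profiles were compared with k-means (k = 8).
Families were defined by patterns in the Swissprot descriptions, for transcription factors also in the Pfam descriptions, and 82 families were formed. The text names the genes that the paper names by identifier, the 3 largest rises and the 3 largest falls in each comparison among DEGs without overlap of the replicates, and in each family the DEG with the highest mean FPKM, or every DEG where a family has at most 4. Some descriptions take in neighbouring enzymes, and this is stated where such a gene is named.
The fits were tested on simulated data with 200 changed genes among 28339 at the depth and per-gene spread of these libraries. All changes were set above the log2 fold change limit of 1, in genes that were not among the lowest expressed, with noise independent between genes. In the 3 comparisons edgeR called 112, 106 and 112 of the changed genes and 1, 1 and 2 unchanged ones, while DESeq2 called 159, 157 and 172 and 21, 12 and 21. Genes that change can therefore be missed at 3 replicates, and a gene that was not called is not shown to be unchanged. In the data far more genes were called, 7536 from 0 d to 50 d, and libraries share departures that the simulation lacks. The simulated shares of found and false calls therefore need not hold for the data.
Not used here were the raw reads, the qRT-PCR values, the measurements of hormones, starch, sugars and enzymes, and the germination data. Pathway enrichment was not analysed here.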

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

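The test with scaling by RLE factors and the test with the gene-length trend removed were chosen after the result was seen, and the tests of depth and of paralogs before.
Among the genes called higher at 50 d than at 0 d, 2013 had a mean FPKM below 1 at 0 d (45.5% of 4422). In the other direction, 527 genes called lower fell below 1 FPKM at 50 d (16.9% of 3114). A limit of 1 FPKM in both stages removes all of these calls from the 0 d to 50 d comparison, although 71 and 70 of the genes stay DEGs through another comparison. For the genes that rose, the median at 50 d was 3.53 FPKM, and 275 reached at least 10 FPKM. No count at all was found at 0 d in 239, and 796 were already called higher at 20 d. The hormone, starch and sucrose, lipid and transcription factor families hold 141 of these genes. In the authors' deposited table without an FPKM limit, 2001 of them are called in the same direction.
Fewer counts at 0 d could have hidden expression there. With the counts of each library thinned to the smallest total of 13893019, 1957 of the genes kept their call, so depth is excluded as the cause for most of them. A loss of long transcripts in some libraries could favour them as well. With each library's gene-length trend removed 1954 kept the call, and their median length was 1579 bp against 1497 bp for all tested genes. With RLE factors in place of TMM 1950 kept it, so the choice between these scalings is excluded as the cause for most of them. Both scalings rest on most genes being unchanged, so this test cannot exclude an error that they share. DESeq2 called 2009 of the genes.
Reads of an expressed paralog could be counted for these genes. A Swissprot match that no other gene of the table shares was found for 163 of the 1636 genes with a match, against 4030 in the table as a whole. A near-identical copy can carry another match or none, and copies were not compared by sequence, so this test cannot tell. Whether the seeds change in cell types or in gene activity was not tested.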

How the results depend on the processing

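The gene-length settings and DESeq2 with a limit of 1 FPKM in both stages were chosen after the result was seen, and so were the refits of the gene families and of the axis with libraries left out.
From 0 d to 20 d (3515 DEGs), the number was 6171 with DESeq2, 7283 with an adjusted p below 0.05, 946 with glmTreat, 5425 with the gene-length trend removed against all libraries and 6329 with it removed within stages. The other settings stayed within 1.5-fold apart from the block and single libraries. From 0 d to 50 d (7536 DEGs), only the limit of 1 FPKM in both stages (4996), glmTreat (3921) and single libraries moved the number by more than 1.5-fold. The number in at least 1 comparison moved so far with an adjusted p below 0.05 (12202), with glmTreat (3967), with the block and with single libraries.
From 20 d to 50 d the number was the least stable. Against 470 DEGs it was 1620 with DESeq2, 988 without the low-count filter, 227 with 1 FPKM in both stages, 1483 with an adjusted p below 0.05 and 144 with glmTreat. It was 978 and 750 with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1), 1060 and 1088 with the gene-length trend removed against all libraries and within stages, and 939 with DESeq2 and 1 FPKM in both stages. With edgeR fitted to the 20 d and 50 d libraries alone it was 0, although 4891 genes had an unadjusted p below 0.05 there. In all 3 comparisons together (118 genes) the number became 472 with DESeq2, 265 without the low-count filter, 50 with 1 FPKM in both stages, 484 with an adjusted p below 0.05, 17 with glmTreat, 0 with 2 stages per fit, 360 and 374 with the gene-length trend removed, and 268 with DESeq2 and 1 FPKM in both stages.
Leaving out 1 library gave 1236 (without 0 d replicate C) to 6984 (without 20 d replicate B) DEGs from 0 d to 20 d, 75 (without 20 d replicate C) to 598 (without 20 d replicate B) from 20 d to 50 d and 4829 (without 50 d replicate B) to 10043 (without 20 d replicate B) from 0 d to 50 d. It gave 5000 (without 0 d replicate C) to 11386 (without 20 d replicate B) in at least 1 comparison, 14 (without 20 d replicate C) to 167 (without 20 d replicate B) in all 3 and 2955 (without 50 d replicate A) to 5767 (without 20 d replicate A) in exactly 1. The rising profiles held 2792 (without 0 d replicate C) to 6146 (without 20 d replicate B) genes. The hormone families held 101 (without 0 d replicate C) to 208 (without 20 d replicate B), the starch and sucrose families 50 (without 0 d replicate A) to 101 (without 20 d replicate B), the lipid families 25 (without 0 d replicate A) to 50 (without 20 d replicate B) and the transcription factor families 174 (without 0 d replicate C) to 319 (without 20 d replicate B) DEGs. Removing 20 d replicate B gave the highest of each of these numbers except that of DEGs in exactly 1 comparison, and this library departs from its stage with gene length.
With the replicate letter as a block the numbers fell to 1292, 50 and 5163 DEGs, 5222 in at least 1 comparison and 6 in all 3. Over the 9 pairs of libraries that share a letter in different stages, departures from the stage mean correlated between -0.561 (20 d and 50 d replicates C) and 0.552 (20 d and 50 d replicates A), and 3 of these pairs were positive. The highest value of all pairs, 0.723, was between different letters. The letters therefore do not pair the libraries throughout, and calls lost under the block do not speak of a smaller effect. Of the 2013 genes called higher at 50 d from below 1 FPKM at 0 d, 1626 kept their call under the block.
The families moved by more than 1.5-fold in few settings. The hormone families held 94 DEGs with 1 FPKM in both stages and 87 with glmTreat, the starch and sucrose families 49 and 43, and the transcription factor families 171 and 162. The lipid families held 59 with an adjusted p below 0.05 and 23 with glmTreat. The rising profiles 3, 7 and 8 held 2610 genes with 1 FPKM in both stages and 2612 with glmTreat. Camera with estimated correlation called 0 families, against 48 with fry, but it asks whether a family changed more than other genes, not whether it changed. Defining the families by NR descriptions was not run, since no NR description is given for any gene of the table.
Scaling moved the middle of the data. The median log2 fold change of all tested genes was 0.15 from 0 d to 20 d and 0.16 from 0 d to 50 d. Removing the gene-length trend against all libraries shifted them by -0.15 and -0.17, and limma-trend shifted the first by -0.12 and -0.11. The share of genes higher at 20 d among the 0 d to 20 d calls (63.5%) was 47.2% with limma-trend on log2(FPKM + 1), 47.5% with DESeq2 and 1 FPKM in both stages, 79.4% with glmTreat and 81.4% without 20 d replicate A. The share higher at 50 d among the 0 d to 50 d calls (58.7%) fell below 50% with 1 FPKM in both stages (48.2%) and with DESeq2 and that limit (44.5%), and under no other setting.
Of 290 changes of named genes, none of those called turned direction under any setting. Calls were lost for 129 with glmTreat, 111 with the block and 86 with 1 FPKM in both stages. With a library left out, calls were lost for 5 (without 20 d replicate B) to 109 (without 0 d replicate A). Small changes that were not called turned direction 5 times, all from 20 d to 50 d. Chr12.g37807 had log2 0.105 and 0.136 with limma-trend on log2(FPKM + 1) and log2(FPKM + 0.1). Chr3.g20697 had 0.0375 without 20 d replicate A and 0.0431 without 50 d replicate C. Chr8.g54174 had -0.0529 without 20 d replicate B and up to 0.367 without 20 d replicate A. What makes the settings differ was not tested beyond gene length and scaling, and at 3 replicates and these depths smaller changes can be missed.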

Differences from the paper's values

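The tests of the exchanged directions and of the expression limit, and the settings named as added, were chosen after the result was seen.
In the authors' deposited table, a limit of 1 FPKM in both stages compared gives exactly the paper's totals, its number of DEGs in any comparison, in all 3 and in exactly 1, 6 numbers in all. The 6 numbers of higher and lower genes match only with the directions exchanged, 6 of 6 with the exchange and 0 without it. For the numbers of a whole comparison, the paper's up-regulated genes are therefore set beside genes that are lower at the later stage. For the families no exchange was made, and genes that the paper describes as rising with time are set beside genes higher at 50 d. Of the calls in the authors' deposited table with this limit, edgeR shared 2497, 227 and 4984 in the 3 comparisons, none in the opposite direction. With a limit in at least 1 stage, as used here, the authors' deposited table holds 5496, 1568 and 10343 calls, and edgeR shared 3463, 470 and 7510 of them. DESeq2 with 1 FPKM in both stages, chosen after seeing the values, came near the paper's numbers but drops 206, 56 and 693 of the paper's own calls in the 3 comparisons, 685 of 8048 in all.
Numbers that differ by more than 1.5-fold follow, each against the alternatives fixed at the start, and those not named did not come within 1.5-fold. For the genes lower at 20 d than at 0 d the paper's value is 2035 and the value here 1282, and it came within 1.5-fold with DESeq2, RLE factors, no low-count filter, limma-trend on log2(FPKM + 1) and limma-trend on log2(FPKM + 0.1) and with the fit without 50 d C, and among the added settings with the gene-length trend removed against all libraries, the gene-length trend removed within stages and DESeq2 with 1 FPKM in both stages. For the DEGs from 20 d to 50 d the paper's value is 842 and the value here 470, and it came within 1.5-fold with no low-count filter, limma-trend on log2(FPKM + 1) and limma-trend on log2(FPKM + 0.1) and with the fit without 20 d B, and among the added settings with the gene-length trend removed against all libraries, the gene-length trend removed within stages and DESeq2 with 1 FPKM in both stages. For the genes lower at 50 d than at 20 d the paper's value is 284 and the value here 72, and it came within 1.5-fold with DESeq2 and an adjusted p below 0.05, and among the added settings with the gene-length trend removed against all libraries, the gene-length trend removed within stages and DESeq2 with 1 FPKM in both stages. For the DEGs in all 3 comparisons the paper's value is 204 and the value here 118, and it came within 1.5-fold with no low-count filter, limma-trend on log2(FPKM + 1) and limma-trend on log2(FPKM + 0.1) and with the fit without 20 d B, and among the added settings with DESeq2 with 1 FPKM in both stages. For the profile of cluster 3 the paper's value is 273 and the value here 561, and it came within 1.5-fold with glmTreat and the replicate block and with the fits without 0 d A, B or C or 50 d A, and among the added settings with DESeq2 with 1 FPKM in both stages.
The paper's lists of family genes were not at hand. The families here rest on Swissprot descriptions, for transcription factors also on Pfam, so the family numbers need not cover the same genes. Where the paper gives a direction with its number, only DEGs of that direction are counted. For the bHLH family the paper's value is 40 and the value here 68, and it came within 1.5-fold with 1 FPKM in both stages, glmTreat and the replicate block and with the fits without 0 d A, B or C, 20 d C or 50 d A or B, and among the added settings with DESeq2 with 1 FPKM in both stages. For the ERF DEGs that rise the paper's value is 11 and the value here 17, and it came within 1.5-fold with 1 FPKM in both stages, glmTreat and the replicate block and with the fits without 0 d A, B or C, 20 d A or C or 50 d B or C, and among the added settings with DESeq2 with 1 FPKM in both stages. For the NAC DEGs that rise the paper's value is 6 and the value here 14, and it came within 1.5-fold with 1 FPKM in both stages and glmTreat, and among the added settings with DESeq2 with 1 FPKM in both stages. For the bHLH DEGs that rise the paper's value is 22 and the value here 52, and it came within 1.5-fold with 1 FPKM in both stages and with the fits without 0 d A or C, and among the added settings with DESeq2 with 1 FPKM in both stages.
For the CYP707A DEGs that rise the paper's value is 3 and the value here 1, and it came within 1.5-fold with DESeq2, no low-count filter and an adjusted p below 0.05 and with the fits without 20 d B or 50 d C, and among the added settings with the gene-length trend removed against all libraries, the gene-length trend removed within stages and DESeq2 with 1 FPKM in both stages. For the NIT DEGs that rise the paper's value is 2 and the value here 5, and it came within 1.5-fold with 1 FPKM in both stages, glmTreat and the replicate block and with the fits without 0 d A or B or 50 d C, and among the added settings with DESeq2 with 1 FPKM in both stages. For the KAO family the paper's value is 2 and the value here 1, and it came within 1.5-fold with DESeq2, no low-count filter and an adjusted p below 0.05, and among the added settings with the gene-length trend removed within stages. For the ARR DEGs that fall the paper's value is 2 and the value here 1, and none of the alternatives fixed at the start came within 1.5-fold. For the DELLA DEGs that rise the paper's value is 4 and the value here 2, and it came within 1.5-fold with DESeq2, no low-count filter, an adjusted p below 0.05 and 2 stages per fit and with the fits without 20 d B or 50 d A or C, and among the added settings with the gene-length trend removed against all libraries, the gene-length trend removed within stages and DESeq2 with 1 FPKM in both stages. For the BAM DEGs that rise the paper's value is 1 and the value here 3, and it came within 1.5-fold with 1 FPKM in both stages, and among the added settings with DESeq2 with 1 FPKM in both stages. Of the 5 NIT DEGs, 3 are annotated as mandelonitrile lyases and 2 as nitrilases.
For the ISA DEGs that rise the paper's value is 1 and the value here 2, and it came within 1.5-fold with glmTreat and the replicate block and with the fits without 0 d A, B or C or 20 d C, and among the added settings with DESeq2 with 1 FPKM in both stages. For the SPS family the paper's value is 1 and the value here 2, and it came within 1.5-fold with 1 FPKM in both stages, glmTreat, the replicate block, limma-trend on log2(FPKM + 1) and limma-trend on log2(FPKM + 0.1) and with the fits without 0 d A or 50 d A or B, and among the added settings with DESeq2 with 1 FPKM in both stages. For the PFK family the paper's value is 4 and the value here 7, and it came within 1.5-fold with 1 FPKM in both stages and glmTreat and with the fits without 0 d A, B or C or 50 d B or C, and among the added settings with DESeq2 with 1 FPKM in both stages. For the SUT family the paper's value is 2 and the value here 1, and none of the alternatives fixed at the start came within 1.5-fold. For the SDH family the paper's value is 3 and the value here 5, and it came within 1.5-fold with 1 FPKM in both stages, glmTreat and the replicate block and with the fits without 0 d A or C or 50 d A or B, and among the added settings with DESeq2 with 1 FPKM in both stages.
Some directions and genes also differ. With the directions exchanged, the paper has more genes lower than higher at 50 d than at 0 d, while here 4422 were higher and 3114 lower. Lower genes were more frequent with 1 FPKM in both stages (48.2% higher) and with the added DESeq2 with 1 FPKM in both stages (44.5% higher). No DEG was found here for KO, NCED, RTE, EIN3, GPT, JAR and BRI. KO and NCED had none under any setting. RTE and EIN3 were called with DESeq2, with an adjusted p below 0.05, without 20 d B and with DESeq2 and 1 FPKM in both stages, RTE also without 50 d C and with either removal of the gene-length trend, and EIN3 also without the low-count filter, with 2 stages per fit and with the gene-length trend removed against all libraries. GPT was called with DESeq2, RLE factors, an adjusted p below 0.05, without 20 d B and with the 3 added settings, but lower at 50 d. JAR was called with DESeq2, an adjusted p below 0.05, no FPKM filter, 2 stages per fit, without 20 d B or 50 d C, with the gene-length trend removed within stages and with DESeq2 and 1 FPKM in both stages. BRI was called with DESeq2, no low-count filter, an adjusted p below 0.05, 2 stages per fit, without 20 d B or 50 d C and with the 3 added settings.
In the ARR family most DEGs rose here, where the paper describes a decrease, and no setting gave a decrease alone. For some further families the paper describes DEGs of a single direction, while the DEGs here went both ways. Rises alone are described for CYP707A (1 higher, 1 lower), SUS (5 higher, 1 lower), GBSS (2 higher, 1 lower), BAM (3 higher, 2 lower), GPAT (4 higher, 3 lower) and PAP (1 higher, 3 lower), and falls alone for GA20ox (1 higher, 1 lower), LOG (1 higher, 1 lower) and GA2ox (1 higher, 4 lower). Only rises were called for CYP707A with the fits without 50 d A or B, for SUS with 1 FPKM in both stages and the added DESeq2 with 1 FPKM in both stages, for GBSS and BAM with glmTreat and for PAP with glmTreat and with the fit without 50 d B, and for GPAT under no setting. Only falls were called for GA20ox with limma-trend on log2(FPKM + 1) and limma-trend on log2(FPKM + 0.1) and with the fits without 0 d B or 20 d A or C, for LOG with 1 FPKM in both stages and glmTreat and with the fits without 0 d A or C or 50 d A or B and for GA2ox with 1 FPKM in both stages and the replicate block and with the fits without 0 d B or C and the added DESeq2 with 1 FPKM in both stages. The DEG counted for KS is annotated as ent-copalyl diphosphate synthase, another enzyme, so no gene annotated as KS was called here. One that was lower at 50 d than at 0 d was called with DESeq2, an adjusted p below 0.05 and the added gene-length trend removed against all libraries and DESeq2 with 1 FPKM in both stages.
The paper ranks cluster 1 as the largest and cluster 8 next, while profiles 8, 7, 1 and 2 had 2168, 1860, 1748 and 1320 DEGs here. The paper's order was found with 1 FPKM in both stages and limma-trend on log2(FPKM + 1), and among the added settings with the gene-length trend removed against all libraries and DESeq2 with 1 FPKM in both stages. Profile 1 was also the largest, with profile 7 next, with the fits without 0 d A or C. The paper ranks the ERF family above bHLH, and here bHLH had 68 DEGs and ERF 66. ERF was ahead with DESeq2, RLE factors, no low-count filter, 1 FPKM in both stages, glmTreat, the replicate block, limma-trend on log2(FPKM + 1) and limma-trend on log2(FPKM + 0.1) and with the fits without 0 d A, B or C, 20 d A or C or 50 d A or B, and among the added settings with DESeq2 with 1 FPKM in both stages, and level with bHLH with 2 stages per fit.
ABI4 (Chr1.g57127), PP2C50 (Chr8.g54174), JAZ8 (Chr10.g14501), CYP707A2 (Chr3.g20140) and ABI5 (Chr12.g37807) were not called here. All 5 were called with DESeq2, an adjusted p below 0.05, without 20 d B and with DESeq2 and 1 FPKM in both stages in at least 1 comparison. All but ABI4 were also called without the low-count filter, ABI4 and JAZ8 with limma-trend and with either removal of the gene-length trend, and the remaining 3 with the gene-length trend removed within stages. JAZ8 was further called with RLE factors, with 2 stages per fit and without 50 d A or C, CYP707A2 without 50 d C, and PP2C50 and ABI5 with 2 stages per fit.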

Other observations

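The tests on 20 d replicate B and 50 d replicate C and the exchange of libraries between stages were chosen after the result was seen, as was the second background for neighbouring genes.
At 20 d, replicate B departs from its stage in the same genes as replicate C does at 50 d. Over all tested genes these departures correlate 0.723, more than in any other pair of libraries from different stages. They follow gene length, with Spearman correlations of -0.588 and -0.593. The longest genes (the top 10% by length) were lower by a median log2 of -1.61 and -1.20 in these libraries, and the shortest were higher by 0.76 and 0.64. Length took 35.4 and 35.2% of the variance of the departures.
Removing the length trend lowered the correlation to 0.575, which is in line with a bias by gene length as 1 contributor. The largest correlation of any other pair after the removal was 0.399, so length is excluded as the whole cause. Sampling noise at low depth is excluded, as the correlation was 0.883 in the 10% of genes with the highest mean CPM. The 10 leading genes took 3.21% of the counts in 20 d replicate B, against 3.26 and 3.39% in the other 20 d libraries, but 4.11% in 50 d replicate C against 3.30 and 3.32%, so a share of a few abundant genes in the pattern stays open. A swap of these libraries is excluded, with 20 d replicate B at 0.50 on the axis from 0 d to 50 d, below 20 d replicates A (0.68) and C (0.66). Slower release of dormancy in these seeds is excluded as the whole cause, as the departures correlate 0.769 over 3971 genes that barely change from 0 d to 50 d. RNA that was partly degraded before library preparation could leave such a pattern with length, as the fall of the correlation to 0.575 without the length trend shows a part tied to length, but RNA integrity was not analysed here. The cause of the remaining shared departure was not tested further.
Libraries were exchanged between the stages compared to see how often as many DEGs arise by grouping. There are 10 ways to split the 6 libraries of a comparison into 3 and 3. As many calls as in the real grouping were found in 1 of 10 splits from 0 d to 20 d, 1 of 10 from 20 d to 50 d and 1 of 10 from 0 d to 50 d, which is the real one each time. The other 9 gave no calls. Each of them mixes libraries of both stages, so a stage difference adds to the spread within its groups and hinders calls. With 3 replicates the share also cannot fall below 0.1, so this test cannot exclude a grouping by chance.
Genes that rise from below 1 FPKM at 0 d often lie next to each other. They form 226 pairs of neighbours, 32 with the same Swissprot match and 115 with different matches. In random sets of as many tested genes the median number with different matches was 80, and 1 of 10000 sets had as many. In random sets drawn from tested genes below 1 FPKM at 0 d, a background that was not the one written beforehand, the median was 98 and 316 of 10000 sets had as many. Diverged tandem copies can have different matches and the result depends on the background, so the test cannot tell tandem copies from neighbours that are turned on together.
Some genes turned direction. Among the genes called both from 0 d to 20 d and from 20 d to 50 d, 9 went up and then down or the reverse.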
